# BRCA1 preserves genome integrity during the formation of undifferentiated spermatogonia

**DOI:** 10.1038/s44319-025-00487-5

**Published:** 2025-05-28

**Authors:** Peng Li, Licun Song, Longfei Ma, Chunsheng Han, Lejun Li, Lin-Yu Lu, Yidan Liu

**Keywords:** Undifferentiated Spermatogonia, BRCA1, DNA Damage Repair, Genome Integrity, Development, DNA Replication, Recombination & Repair, Stem Cells & Regenerative Medicine

## Abstract

Undifferentiated spermatogonia, which form shortly after birth, consist of spermatogonial stem cells and progenitor spermatogonia that maintain homeostasis. As the origin of spermatogenesis, undifferentiated spermatogonia must preserve genome integrity. Paradoxically, we demonstrate that massive spontaneous DNA damage, potentially generated by formaldehyde, arises during the formation of undifferentiated spermatogonia, posing a significant threat to genome integrity. We further reveal that BRCA1 is essential for the timely repair of this spontaneous DNA damage. BRCA1 loss leads to a dramatic reduction in progenitor spermatogonia and disrupts the formation of undifferentiated spermatogonia. Although spermatogonial stem cells initially undergo hyperproliferation, they are eventually depleted, resulting in the premature exhaustion of undifferentiated spermatogonia. Our study highlights a striking difference in DNA damage sensitivity between the two populations of undifferentiated spermatogonia and underscores the critical role of BRCA1-dependent DNA damage repair in preserving genome integrity during the formation of undifferentiated spermatogonia.

## Synopsis

BRCA1 promotes the timely repair of spontaneous DNA damage during the formation of undifferentiated spermatogonia. BRCA1 is essential for establishing the homeostasis of undifferentiated spermatogonia, ensuring proper spermatogenesis and long-term male fertility.

- Spontaneous DNA damage arises during the formation of undifferentiated spermatogonia shortly after birth.
- BRCA1 loss disrupts undifferentiated spermatogonia formation and leads to exhaustion of spermatogonial stem cells.
- Spermatogonial stem cells and progenitor spermatogonia have different sensitivity to DNA damage.
- Formaldehyde is a potential source of spontaneous DNA damage during undifferentiated spermatogonia formation.

## Abstract (web summary)

BRCA1 promotes the timely repair of spontaneous DNA damage during the formation of undifferentiated spermatogonia. BRCA1 is essential for establishing the homeostasis of undifferentiated spermatogonia, ensuring proper spermatogenesis and long-term male fertility.

## Introduction

In mammals, spermatogenesis proceeds continuously to sustain long-term male fertility. Undifferentiated spermatogonia, which form shortly after birth, serve as the origin of all germ cells in spermatogenesis. These cells, also known as type A spermatogonia in mice, are a rare population located at the basal lamina of the seminiferous tubules in the testes (Kanatsu-Shinohara and Shinohara, 2013; Oatley and Brinster, 2012). Like other tissue-specific stem cells, undifferentiated spermatogonia can either self-renew to maintain their population or transition into differentiating spermatogonia, which are committed to meiosis (Griswold, 2016). Exhaustion of undifferentiated spermatogonia results in the complete loss of germ cells in the testes and leads to male infertility.

Studies have revealed that undifferentiated spermatogonia in mice consist of a mixture of self-renewing spermatogonial stem cells and differentiation-primed progenitor spermatogonia, each exhibiting distinct gene expression profiles (Makela and Hobbs, 2019; Yoshida, 2019). Spermatogonial stem cells, which are positive for GFRα1, maintain the essential stem cell properties required for long-term spermatogenesis (He et al, 2007). In contrast, progenitor spermatogonia, which express SOX3, NGN3, and RARγ, possess the potential to initiate differentiation upon retinoic acid stimulation (Ikami et al, 2015; Nakagawa et al, 2010; Suzuki et al, 2012). Although spermatogonial stem cells and progenitor spermatogonia exhibit distinct characteristics, these two populations can interconvert to maintain the homeostasis of undifferentiated spermatogonia in adult mice (Hara et al, 2014; Nakagawa et al, 2010).

Since the integrity of the genome, which will be passed on to offspring, must be carefully preserved, undifferentiated spermatogonia are extremely sensitive to DNA damage, as it poses an enormous threat to genome integrity. These cells are rapidly eliminated in mice upon exposure to exogenous DNA damage, such as that caused by alkylating agents (La and Hobbs, 2019; Zohni et al, 2012). On the other hand, spontaneous DNA damage also arises during normal cellular processes, making robust DNA damage repair mechanisms essential for undifferentiated spermatogonia to efficiently manage endogenous DNA damage. Consistent with this idea, the removal of critical DNA damage repair proteins in mice disrupts the maintenance of undifferentiated spermatogonia and leads to male infertility (Takubo et al, 2008; Tang et al, 2024).

As a key player in DNA damage repair in somatic cells, BRCA1 is indispensable for spermatogenesis and male fertility in mice (Broering et al, 2014; Shakya et al, 2011; Turner et al, 2004; Xu et al, 2003). In addition to its well-characterized role in promoting meiotic sex chromosome inactivation (MSCI) (Broering et al, 2014; Turner et al, 2004), we have recently demonstrated that BRCA1 is also essential for meiotic recombination (Bai et al, 2024). Besides its critical function in meiotic prophase, it remains unclear whether BRCA1 is required to maintain undifferentiated spermatogonia. No defects in undifferentiated spermatogonia have been reported in mice carrying *Brca1* hypomorphic allele (Broering et al, 2014; Cressman et al, 1999; Xu et al, 2003). However, since BRCA1’s functions are partially retained in these mice, germ cell-specific *Brca1* null mice are needed to clarify the role of BRCA1 in undifferentiated spermatogonia.

Although DNA damage repair deficiency disrupts the long-term maintenance of undifferentiated spermatogonia in adult mice, little is known about its impact on the formation of undifferentiated spermatogonia, during which spermatogonial stem cells are converted to progenitor spermatogonia until the homeostasis between these two populations is established. Given that undifferentiated spermatogonia are formed shortly after birth, endogenous DNA damage accumulated during this stage might be expected to be too low to threaten genomic stability. Unexpectedly, however, we demonstrate in this study that massive spontaneous DNA damage arises during the formation of undifferentiated spermatogonia. Using germ cell-specific *Brca1* null mice, we reveal an indispensable role of BRCA1-dependent DNA damage repair in preserving genome integrity during this process. BRCA1 loss differentially impacts spermatogonial stem cells and progenitor spermatogonia, ultimately leading to the premature exhaustion of undifferentiated spermatogonia.

## Results

### Spontaneous DNA damage arises during the formation of undifferentiated spermatogonia

Undifferentiated spermatogonia are formed after birth (Fig. EV1A). Gonocytes are precursors of undifferentiated spermatogonia (Culty, 2009). At embryonic day (E) 18.5, the transition from gonocytes to undifferentiated spermatogonia has not started in wild-type (WT) mice yet. All cells were positive for germ cell marker GCNA but were negative for PLZF, a marker for undifferentiated spermatogonia (Fig. EV1B). At postnatal day (PD) 1, PLZF-positive cells could be observed in most GCNA-positive germ cells in WT mice (Fig. EV1B), suggesting that undifferentiated spermatogonia start to form. At this stage, all undifferentiated spermatogonia were positive for GFRα1, a marker for the spermatogonial stem cells, but were negative for SOX3, a marker for the progenitor spermatogonia (Fig. EV1C,D). At PD4, SOX3-positive progenitor spermatogonia started to be observed. The percentage of SOX3-positive progenitor spermatogonia gradually increased, and the percentage of GFRα1-positive spermatogonial stem cells gradually decreased at PD4, PD7, and PD14, but the percentages of these two populations were similar between PD14 and PD21 (Fig. EV1C–E). Therefore, the undifferentiated spermatogonia are fully formed in WT mice at PD14, when the homeostasis between spermatogonial stem cells and progenitor spermatogonia has been established.

**Figure EV1:**
Spermatogonial stem cells and progenitor spermatogonia achieve homeostasis when undifferentiated spermatogonia is formed after birth. (**A**) Cell identity and marker gene expression before and after the formation of undifferentiated spermatogonia, which contain spermatogonial stem cells and progenitor spermatogonia that achieve homeostasis. (**B**) IF staining of PLZF and GCNA in frozen sections of testes from WT mice at E18.5 and PD1. (**C**) IF staining of GFRα1 and PLZF in frozen sections of testes from WT mice at PD1, PD4, PD7, PD14, and PD21. (**D**) IF staining of SOX3 and PLZF in frozen sections of testes from WT mice at PD1, PD4, PD7, PD14, and PD21. (**E**) Statistical analysis of the percentage of GFRα1+ and SOX3+ cells among PLZF+ cells in testes from WT mice at PD1, PD4, PD7, PD14, and PD21. Data information: Data are presented as mean ± SD. Three mice at each timepoint were analyzed. Scale bar, 50 μm. n.s., not significant.

To examine if DNA damage repair is required during the formation of undifferentiated spermatogonia, we first examined whether DNA damage arises during this process in WT mice. At E18.5, no γH2AX signals could be observed in the gonocytes (Fig. 1A), indicating no DNA damage. Interestingly, strong γH2AX signals were observed in PLZF-positive germ cells during the formation of undifferentiated spermatogonia at PD1, PD4, and PD7 (Fig. 1A,C). Consistent with the presence of DNA damage, both pan-nuclear γH2AX signals and γH2AX foci were observed in these cells (Fig. EV2A,B). When undifferentiated spermatogonia were fully formed at PD14, γH2AX signals could no longer be observed in PLZF-positive germ cells (Fig. 1A,C) but were found exclusively in spermatocytes at meiotic prophase. On the contrary, no γH2AX signals could be observed in SOX9-positive Sertoli cells from PD1 to PD14 (Fig. 1B,C). Importantly, the γH2AX signals were specific since their signals could not be observed during the formation of undifferentiated spermatogonia in *H2ax* KO mice (Fig. EV2C,D). Although the spermatogonial differentiation begins in WT mice at PD4, only around 20% of γH2AX-positive cells were positive for KIT, a marker for differentiating spermatogonia (Busada et al, 2015), suggesting that spermatogonial differentiation is unlikely the reason for the γH2AX signals in PLZF-positive germ cells (Fig. EV2E,F). These observations collectively demonstrate that strong DNA damage arises specifically during the formation of undifferentiated spermatogonia. Interestingly, despite the presence of strong DNA damage in undifferentiated spermatogonia, no cells positive for cleaved PARP1 were observed in testes of WT mice at PD4 or PD7 (Fig. 1D), suggesting that the DNA damage was repaired efficiently so that no apoptotic cell death occurred.

**Figure 1:**
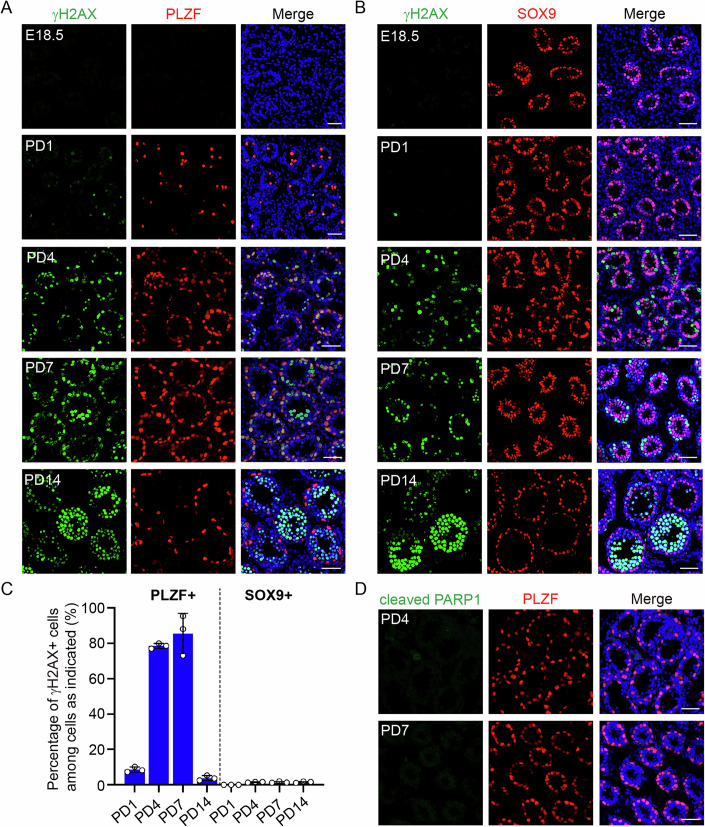
Spontaneous DNA damage arises during the formation of undifferentiated spermatogonia. (**A**) Immunofluorescence (IF) staining of γH2AX and PLZF in frozen sections of testes from WT mice at E18.5, PD1, PD4, PD7, and PD14. (**B**) IF staining of γH2AX and SOX9 in frozen sections of testes from WT mice at E18.5, PD1, PD4, PD7, and PD14. (**C**) Statistical analysis of the percentage of γH2AX+ cells among PLZF+ cells and SOX9+ cells in WT testes at PD1, PD4, PD7, and PD14. At least 100 PLZF+ cells or SOX9+ cells from each mouse were analyzed. (**D**) IF staining of cleaved PARP1 and PLZF in frozen sections of testes from WT mice at PD4 and PD7. Data information: Data are presented as mean ± SD. Three mice at each timepoint were analyzed. Scale bar, 50 μm. Source data are available online for this figure.

**Figure EV2:**
γH2AX signals are not observed during the formation of undifferentiated spermatogonia in *H2ax* KO mice. (**A**) Representative images of γH2AX and PLZF staining in frozen sections of testes from WT mice at PD4 and PD7. PLZF+ cells with γH2AX+ foci were labeled by white arrowhead and PLZF+ cells with pan-nuclear γH2AX+ signals were labeled by yellow arrowhead. (**B**) Statistical analysis of the percentage of PLZF+ cells with γH2AX+ foci or with pan-nuclear γH2AX+ signals in WT mice at PD4 and PD7. (**C**, **D**) IF staining of γH2AX and PLZF in frozen sections of testes from WT and *H2ax* KO mice at PD4 (**C**) and PD7 (**D**). (**E**, **F**) IF staining of γH2AX and KIT in frozen sections of testes from WT mice at PD4 and statistical analysis of the percentage of KIT+ cells among γH2AX+ cells. Data information: Data are presented as mean ± SD. 3 mice were analyzed. Scale bar, 50 μm.

### BRCA1 is required for early postnatal germ cell development

The observations above suggest that robust DNA damage repair exists during the formation of undifferentiated spermatogonia, but the underlying mechanism is unclear. A previous study of gene expression profiles of undifferentiated spermatogonia in infant and adult mice has revealed that the expressions of genes in BRCA1-related DNA damage response pathways are higher in PD6 than in adults (Hermann et al, 2018), suggesting that BRCA1 may be a key DNA damage repair protein during the formation of undifferentiated spermatogonia. To examine if BRCA1 is required for DNA damage repair during the formation of undifferentiated spermatogonia, we generated *Brca1* germ cell-specific knockout (KO) mice (*Brca1*^*f/-*^*Vasa-Cre* mice, from now on referred to as *Brca1* vKO mice) using *Vasa-Cre* transgenic mice (Fig. EV3A–C) (Gallardo et al, 2007). The *Vasa-Cre* transgene starts to express in gonocytes at E15.5 (Fig. EV3A), and Cre-mediated deletion of exon 5–13 of *Brca1* completely disrupts the expression of BRCA1 when undifferentiated spermatogonia started to form at PD1 (Fig. 2A), making *Brca1* vKO a suitable mouse model to study the impact of BRCA1 loss on the formation of undifferentiated spermatogonia.

**Figure 2:**
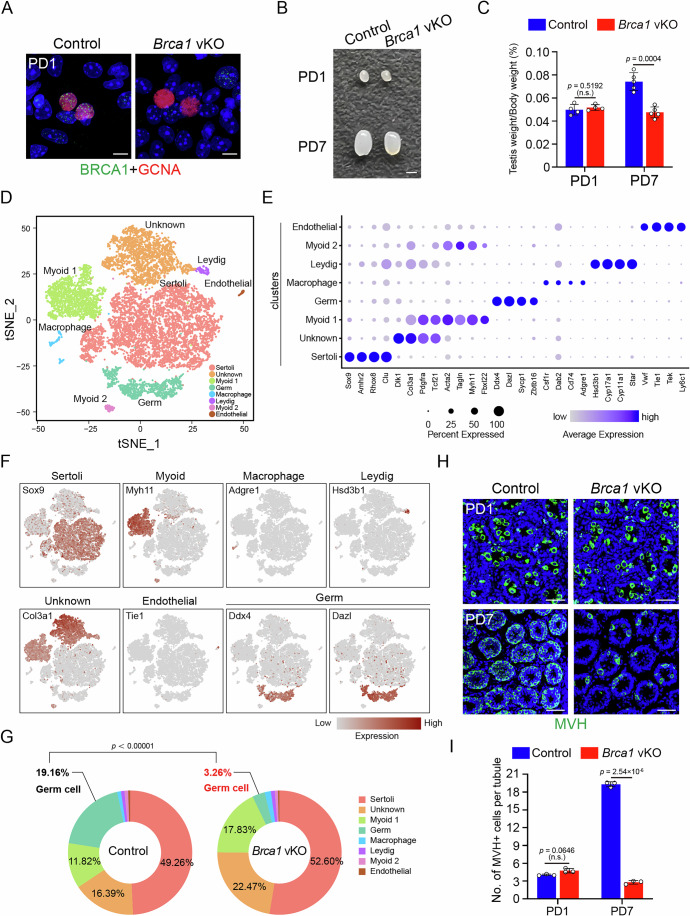
BRCA1 is required for early postnatal germ cell development. (**A**) IF staining of BRCA1 and GCNA in testicular cells of Control and *Brca1* vKO male mice at PD1 after 10 Gy IR treatment. Scale bar, 10 μm. (**B**) Representative images of testes from Control and *Brca1* vKO male mice at PD1 and PD7. Scale bar, 1 mm. (**C**) Ratios of testis weight to body weight of Control and *Brca1* vKO male mice at PD1 and PD7. At least four mice of each genotype were analyzed. (**D**) tSNE and clustering analysis of combined single-cell transcriptome data from testicular cells of Control and *Brca1* vKO male mice at PD7. Each dot represents a single cell and cell clusters are distinguished by different colors. (**E**) Dot plot for expression of selected marker genes in each cell type. (**F**) Gene expression patterns of selected marker genes projected on the tSNE plots. (**G**) Pie diagram to show the distribution of each cell type among all testicular cells of Control and *Brca1* vKO male mice at PD7. The percentage of germ cells in two groups was highlighted. The *P* value for the percentage of germ cells in control and *Brca1* vKO groups was calculated using the chi-square test, yielding a *P* value of <0.00001. (**H**) IF staining of MVH in frozen sections of testes from Control and *Brca1* vKO male mice at PD1 and PD7. Scale bar, 50 μm. (**I**) Statistical analysis of the number of MVH+ cells per seminiferous tubule in testes of Control and *Brca1* vKO male mice at PD1 and PD7. Three mice of each genotype were analyzed. Data information: Data are presented as mean ± SD. *P* value, two-tailed unpaired Student’s *t* test. n.s. not significant. Source data are available online for this figure.

**Figure EV3:**
Generation of *Brca1* germ cell-specific KO mice. (**A**) Schematic diagram showing the expression timepoint of *Vasa-Cre* during mouse germ cell development. (**B**) Schematic illustrations of *Vasa-Cre* recombinase-mediated deletion of *Brca1* floxed allele. (**C**) Schematic illustrations of mating strategies to obtain *Brca1* vKO mice. (**D**) Representative images of testes from Control and *Brca1* vKO male mice at PD14, PD21, and PD90. Scale bar, 1 mm. (**E**) Statistical analysis of ratios of testis weight to body weight of Control and *Brca1* vKO male mice at PD14, PD21, and PD90. 5 mice of each genotype were analyzed. Data information: Data are presented as mean ± SD. *P* value, two-tailed unpaired Student’s *t* test.

Although the testes of *Brca1* vKO male mice were indistinguishable from those of control mice at PD1, they were significantly smaller than those of control mice starting from PD7 (Figs. 2B,C and EV3D,E), suggesting that BRCA1 loss likely affects early postnatal germ cell development before PD7. Given that undifferentiated spermatogonia formation is not yet complete at PD4 but nearly finished by PD7 in WT mice, PD7 is the optimal timepoint to analyze the impact of BRCA1 loss on undifferentiated spermatogonia formation. To analyze the defects in *Brca1* vKO testes comprehensively, we isolated testes from one pair of control and *Brca1* vKO male mice at PD7 and performed single-cell RNA sequencing (scRNA-seq) analyses using the 10× Genomics platform. 

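The data consist of 1 library from the testes of 1 control mouse and 1 library from the testes of 1 *Brca1* vKO mouse, both at PD7. In this droplet assay, each captured RNA molecule receives the barcode of its cell and a unique molecular identifier (UMI), so that a count is a number of distinct molecules. The authors aligned the reads to the mm10 mouse genome and counted UMIs per gene and cell with Cell Ranger 6.0.2. The deposited tables hold these counts without normalization, before the filter on cells. The control table held 5812 barcodes and 120568700 UMIs, with medians of 15570 UMIs and 4520.5 genes per barcode. The *Brca1* vKO table held 9456 barcodes and 165062097 UMIs, with medians of 12440 UMIs and 4056 genes per barcode. The authors loaded more cells from *Brca1* vKO testes, and that library had more barcodes and fewer UMIs per barcode.
From these counts, the steps of the methods were carried out again: filtering of cells, log-normalization, scaling, principal component analysis, batch correction by Harmony and clustering in Seurat. The 2000 most variable genes and 20 principal components were used, since the paper's text does not name these numbers, and Harmony's algorithm was written out and tested on simulated cells. Clusters were named from marker genes, so a difference from the study may come from the rebuilt names. Doublets were not removed, as the methods describe no such step. Scrublet, which scores each cell by its likeness to simulated doublets, marked 148 control cells (2.92%) and 249 *Brca1* vKO cells (2.86%) after filtering. Its score cut-off was set for each library on its own, at 0.1835 in the control and 0.2728 in the *Brca1* vKO library. Marked shares therefore do not compare directly between the libraries. At 0.8% doublets per 1000 cells, a rate assumed here, 4.06% and 6.97% would be expected. As there was 1 mouse per genotype, no difference between the libraries was tested. The 95% intervals given with shares, sums and ratios cover counting error only and leave out the variation between mice. Those of UMI sums and of their ratios treat each UMI as independent, so they also leave out the variation between cells.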

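The deleted gene was examined in both libraries first. Mouse *Brca1* (ENSMUSG00000017146) lies on the minus strand of chromosome 11 from 101488764 to 101551955 in mm10. In the germ cells (clusters 4 and 6 of the clustering), it had 69.7 UMIs per 1000000 UMIs (CPM) in the control library (95% Poisson interval 67.0 to 72.6, 2434 UMIs). The *Brca1* vKO library had 43.7 CPM in these cells (39.5 to 48.2, 402 UMIs), a ratio of 0.626 (0.562 to 0.696). The counts are per gene and do not separate transcripts of the deleted allele from intact ones. Sertoli-like cells, in which *Vasa-Cre* is not expected to act, had 30.0 CPM in the control library and 25.9 in the *Brca1* vKO library, a ratio of 0.863 (0.811 to 0.919). The ratio was 0.901 (0.797 to 1.02) in their larger cluster and 0.762 (0.709 to 0.820) in the smaller, led by histone and cell cycle genes. The paper gives the genotype as *Brca1* f/-*Vasa-Cre*, so somatic cells of these mice also carry a deleted allele. Stromal-like cells had 23.5 and 12.4 CPM, a ratio of 0.529 (0.452 to 0.618), so the lower level was not limited to germ cells. Within the larger stromal-like cluster the ratio was 0.825 (0.539 to 1.28), and within the smaller one, which is led by cell cycle genes, it was 0.563 (0.475 to 0.667). By sub-cluster of the germ cells the ratio was 0.622 (0.547 to 0.707) in sub-cluster 0 and 0.230 (0.0270 to 0.881) in sub-cluster 1, where the *Brca1* vKO cells had 2 UMIs. In sub-cluster 2 it was 1.19 (0.870 to 1.59), with 88.5 CPM in the control and 105 in the 10 *Brca1* vKO cells. This interval includes lower and equal levels, and without batch correction only 4 of these cells stayed in the matching sub-cluster. With germ cells taken as cells with at least 2 UMIs of *Ddx4* and *Dazl* together, the ratio was 0.617, and with marked doublets removed it was 0.634.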

Since no biological repeats were included in this pilot experiment, potentially causing problems in data interpretation, the scRNA-Seq analyses were subsequently validated using immunofluorescence staining at different developmental stages.

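Barcodes with fewer than 750 detected genes or more than 10% mitochondrial UMIs were removed. In the control library, 485 barcodes fell under the gene minimum and 300 exceeded the mitochondrial limit. The corresponding numbers in the *Brca1* vKO library were 546 and 347. This left 5077 control cells, or 87.4% of the barcodes, and 8712 *Brca1* vKO cells, or 92.1%. The retained control cells had medians of 16917 UMIs, 4746 genes and 4.16% mitochondrial UMIs. The retained *Brca1* vKO cells had medians of 12970.5 UMIs, 4169 genes and 3.86% mitochondrial UMIs. With cells at exactly the limits also removed, a variant chosen after the data were seen, 5077 and 8711 cells remained. Lowering the mitochondrial limit to 5% moved these numbers most, to 3342 control and 6658 *Brca1* vKO cells.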

After filtering low-quality cells, 5077 cells from control testes and 8711 cells from *Brca1* vKO testes were retained for downstream analysis. Unsupervised clustering of 13,788 cells was conducted using t-distributed stochastic neighbor embedding (tSNE) analysis. Eight major clusters were identified, including one germ cell and seven somatic populations (Fig. 2D–F). 

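The 13789 retained cells of both libraries fell into 14 clusters at a resolution of 0.25, of which 8 received a name from the markers of Fig. 2E. Clusters 0 and 3 were Sertoli-like, the first led by *Gm35533*, *Rhox8* and *Hsd17b1* and the second by the histone and cell cycle genes *Hist1h1b*, *Ube2c* and *Prc1*. Clusters 1 and 7 were stromal-like, with the genes that mark the Unknown cluster of Fig. 2D. *Dcn*, *Dlk1* and *Meg3* led cluster 1, and *Pclaf*, *Tubb6* and *Mxd3* led cluster 7. Cluster 2 was myoid-like, led by *Acta2*, *Myh11* and *Tagln*. Cluster 4 was germ-like, led by *Glis3*, *Dazl* and *Sycp1*. Clusters 10 and 12 were Leydig-like, led by *Cyp17a1*, and endothelial-like, led by *Slc39a8* and *Flt1*.
The other 6 clusters stayed unnamed. Cluster 9 scored highest for macrophages, but the neutrophil genes *S100a9*, *S100a8*, *Ngp* and *Camp* led it. Cluster 11 scored highest for myoid cells, but the pericyte genes *Rgs5*, *Ndufa4l2*, *Cox4i2* and *Higd1b* were among its 10 leading genes and no myoid marker was. Clusters 5 and 6 held cells of few UMIs, with medians of 3634 and 3465.5 UMIs in the control library, and haemoglobin genes led both. Among the marker classes, cluster 6 scored highest for germ cells and cluster 5 for Sertoli cells. Cluster 8 combined markers of several classes, and Scrublet marked 97.7% of its control cells and 85.6% of its *Brca1* vKO cells as doublets. Cluster 13 held 27 cells, and no class led in it. The germ cells were taken as clusters 4 and 6, in which *Ddx4* and *Dazl* were expressed, as in the methods.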

The identity of each cluster was confirmed by known cell type markers reported from previous studies (Green et al, 2018; Wang et al, 2019). All clusters were present in both control and *Brca1* vKO testes, but the percentage of germ cell population significantly decreased in *Brca1* vKO testes (Fig. 2G). 

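Each of the 14 clusters held cells of both libraries, with the fewest, 8 *Brca1* vKO cells, in cluster 13. The germ cells were 1080 of the control cells, or 21.3% (exact Clopper-Pearson interval 20.2 to 22.4), and 275 of the *Brca1* vKO cells, or 3.16% (2.80 to 3.55). The ratio of the shares, *Brca1* vKO over control, was 0.148 (0.130 to 0.170). The germ-like cluster 4 alone made up 13.2% and 2.53% of the cells, and the low-UMI cluster 6 made up 8.08% and 0.631%. With the genes that lead the clusters left out of the clustering, a variant chosen after the data were seen, the ratio was 0.149. The mitochondrial limit of 5% moved it most, to 0.0875. Counting cells with at least 2 UMIs of *Ddx4* and *Dazl* together, without clusters, gave 0.153.
Among the germ cells, 97.2% in the control and 98.2% in the *Brca1* vKO library had a *Dazl* UMI, at median depths of 32889.5 and 33778 UMIs per cell. After each cell was thinned to 2000 UMIs, these shares were 87.7% and 88.6%, with 92 control and 12 *Brca1* vKO cells left out as too shallow. In Sertoli-like cells, which should lack *Dazl*, 14.4% and 5.29% had a UMI at median depths of 18704 and 15616 UMIs, and 1.45% and 0.601% after thinning, with 20 and 5 cells left out.
The shares of the other classes depend on that of the germ cells, since all shares add up to the whole. Sertoli-like cells made up 39.7% (38.4 to 41.1) of the control and 47.8% (46.7 to 48.8) of the *Brca1* vKO cells. Stromal-like cells made up 16.9% and 22.8%, and myoid-like cells 10.9% and 16.2%. Leydig-like cells were 0.926% and 1.29%, and endothelial-like cells 0.532% and 0.413%, with overlapping intervals in both classes. Cells of the 6 unnamed clusters, the low-UMI germ cluster included, made up 17.8% and 9.01%. Among these, cluster 9 made up 1.00% and 1.62%, and cluster 11 made up 0.926% and 0.792%.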

To verify the result of scRNA-seq, we performed immunofluorescent staining of germ cell marker MVH in control and *Brca1* vKO testes. The numbers of germ cells were similar between control and *Brca1* vKO testes at PD1 but were dramatically reduced in *Brca1* vKO testes at PD7 (Fig. 2H,I). Therefore, BRCA1 loss indeed disrupts early postnatal germ cell development.

### Progenitor spermatogonia are more susceptible to BRCA1 loss

To examine the cause of germ cell depletion in *Brca1* vKO testes, we further analyzed the germ cell populations in scRNA-seq data. 

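The 1355 germ cells of both libraries were clustered again at a resolution of 0.2 and fell into 5 sub-clusters. Sub-cluster 0 held 403 control and 184 *Brca1* vKO cells, sub-cluster 1 held 342 and 52, and sub-cluster 2 held 168 and 10. Sub-cluster 3 held 98 and 18 cells, and sub-cluster 4 held 69 and 11. The median depths of sub-clusters 0 and 2 were 43547 and 49976 UMIs per control cell and 35768 and 42690 UMIs per *Brca1* vKO cell. Sub-cluster 1 had medians of 3220 and 3575.5 UMIs, which is under the 5639 and 4323.5 UMIs below which a cluster needed a marker among its leading genes to be named. Its control median was 0.0739 of that of sub-cluster 0.

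**Figure D1:**
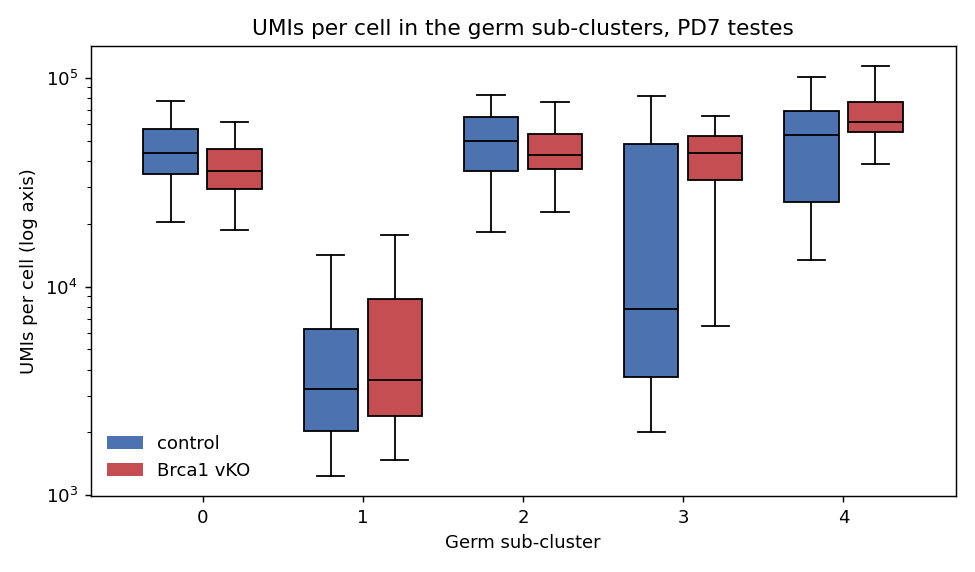
UMIs per cell, on a log axis, in the 5 germ sub-clusters of control and *Brca1* vKO testes. Boxes span the middle quartiles with the median as a line, and whiskers run from the 5th to the 95th percentile of the cells of 1 library. The boxes of sub-cluster 1 lie below those of sub-clusters 0 and 2 in both libraries, with medians of 3220 UMIs against 43547 and 49976 in the control library.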

We re-clustered the 1257 cells from the germ cell population using tSNE, and marker gene expression analysis was conducted to confirm cell types. 

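Marker genes were read in the summed UMIs of each sub-cluster, in the control library. The stem cell marker *Gfra1* (chromosome 19, 58235604 to 58455909 in mm10) had 251 CPM in sub-cluster 0, 10.2 in sub-cluster 1 and 6.00 in sub-cluster 2. The differentiation marker *Kit* (chromosome 5, 75574916 to 75656722) had 9.54, 17.9 and 173 CPM in the same order. For the progenitor marker *Sox3* (chromosome X, 60891366 to 60893430), the values were 35.3 (32.7 to 38.2), 63.4 (51.9 to 76.6) and 69.1 (63.6 to 74.9), so sub-clusters 1 and 2 did not differ beyond counting error. By the markers of Fig. EV4A, sub-cluster 0 was SPG1-like and sub-cluster 2 was SPG3-like. Sub-cluster 1 scored higher for SPG2 than for SPG1 or SPG3, but its score of -0.0018 was under the minimum of 1 for a name. Sub-cluster 0 had a score of 1.57 for SPG1 and sub-cluster 2 one of 1.47 for SPG3. Sub-cluster 1 was left unnamed because of its low depth and because no SPG2 marker was among its 10 leading genes. Of these genes, *Hba-a1*, *Hbb-bt*, *Hba-a2* and *Hbb-bs* came first. Sub-cluster 1 is set beside SPG2 in the comparisons of sub-clusters. Sub-cluster 3 was led by *Ebf1*, *Col1a2* and *Dcn*, and Scrublet marked 31.6% of its control cells and 88.9% of its *Brca1* vKO cells as doublets. *Gm35533*, *Clu* and *Aard* led sub-cluster 4, where 50.7% and 90.9% were marked.
At a depth of 2000 UMIs, 12.5% of the control cells of sub-cluster 1 had a *Sox3* UMI, with 85 cells left out as too shallow, and 22.5% did without thinning. In sub-cluster 0 the *Sox3* shares were 5.72% thinned, with 1 cell left out, and 51.1% unthinned. Sertoli-like cells of the control library, which should lack *Sox3*, had 0.0501% and 1.49%.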

Three distinct clusters in a possible developmental order were identified (Figs. 3A and EV4A), which were spermatogonial stem cells (SPG1), progenitor spermatogonia (SPG2), and differentiating spermatogonia and early meiotic cells (SPG3), respectively. We further compared the percentages of each cluster in all testicular cells between control and *Brca1* vKO testes. 

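Sub-cluster 0, the SPG1-like cells, made up 7.94% (7.21 to 8.72) of all retained control cells and 2.11% (1.82 to 2.44) of the *Brca1* vKO cells, a ratio of 0.266 (0.222 to 0.318). Sub-cluster 1, set beside SPG2, made up 6.74% (6.06 to 7.46) and 0.597% (0.446 to 0.782), a ratio of 0.0886 (0.0649 to 0.119). Sub-cluster 2, the SPG3-like cells, made up 3.31% (2.83 to 3.84) and 0.115% (0.0551 to 0.211), a ratio of 0.0347 (0.0163 to 0.0654). The interval of the SPG1-like cells lay above those of the other sub-clusters. The intervals of sub-clusters 1 and 2 overlapped narrowly, between 0.0649 and 0.0654. With the leading genes of the sub-clusters left out of the clustering, the ratios were 0.268, 0.0894 and 0.0307. Sub-clusters 3 and 4, in which many cells were marked as doublets, made up 1.93% and 1.36% of the control cells and 0.207% and 0.126% of the *Brca1* vKO cells. The SPG1-like ratio moved most with the mitochondrial limit of 5%, to 0.137, and with sub-types from marker scores, to 0.395.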

Consistent with the overall reduction in the germ cell population, the percentages of all three clusters were reduced in *Brca1* vKO testes, but the reduction was more severe in SPG2 and SPG3 than in SPG1 (Fig. 3B). To examine which step of germ cell development was most affected in *Brca1* vKO testes, we calculated the percentage ratio between adjacent clusters. The percentage ratio between SPG2 and SPG1 in *Brca1* vKO testes was less than 1/3 of that in control testes, and the percentage ratio between SPG3 and SPG2 in *Brca1* vKO testes was 1.6-fold of that in control testes (Fig. 3C). Therefore, the germ cell development from SPG1 to SPG2 was most affected in *Brca1* vKO testes. These observations also revealed that SPG2 was much more susceptible to BRCA1 loss than SPG1, and the susceptibility was not further increased in SPG3.

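The number of cells in sub-cluster 1 over that in sub-cluster 0, the counterpart of SPG2 over SPG1, was 0.849 in the control library and 0.283 in the *Brca1* vKO library. The *Brca1* vKO value was 0.333 of the control value (0.232 to 0.472). Cells of sub-cluster 2 over those of sub-cluster 1, the counterpart of SPG3 over SPG2, numbered 0.491 in the control library and 0.192 in the *Brca1* vKO library, a ratio of 0.391 (0.173 to 0.805). The second value rests on 10 SPG3-like *Brca1* vKO cells. With leading genes left out of the clustering, the ratios were 0.333 and 0.343, and with the marker genes of the sub-types left out they were 0.342 and 0.369. When all germ cells were thinned to 2000 UMIs before clustering, the first ratio was 0.515, and sub-clusters 0 and 2 merged, so that no second ratio could be formed. The second ratio moved most when sub-types were taken from cells with a *Gfra1*, *Sox3* or *Kit* UMI after thinning, to 2.01 (0.804 to 5.34), which reversed its direction. That setting does not count the cells of the SPG3-like sub-cluster alone: of the cells with a *Kit* UMI, 53 of 82 in the control library lay in sub-cluster 2, but 4 of 19 in the *Brca1* vKO library.

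**Figure D2:**
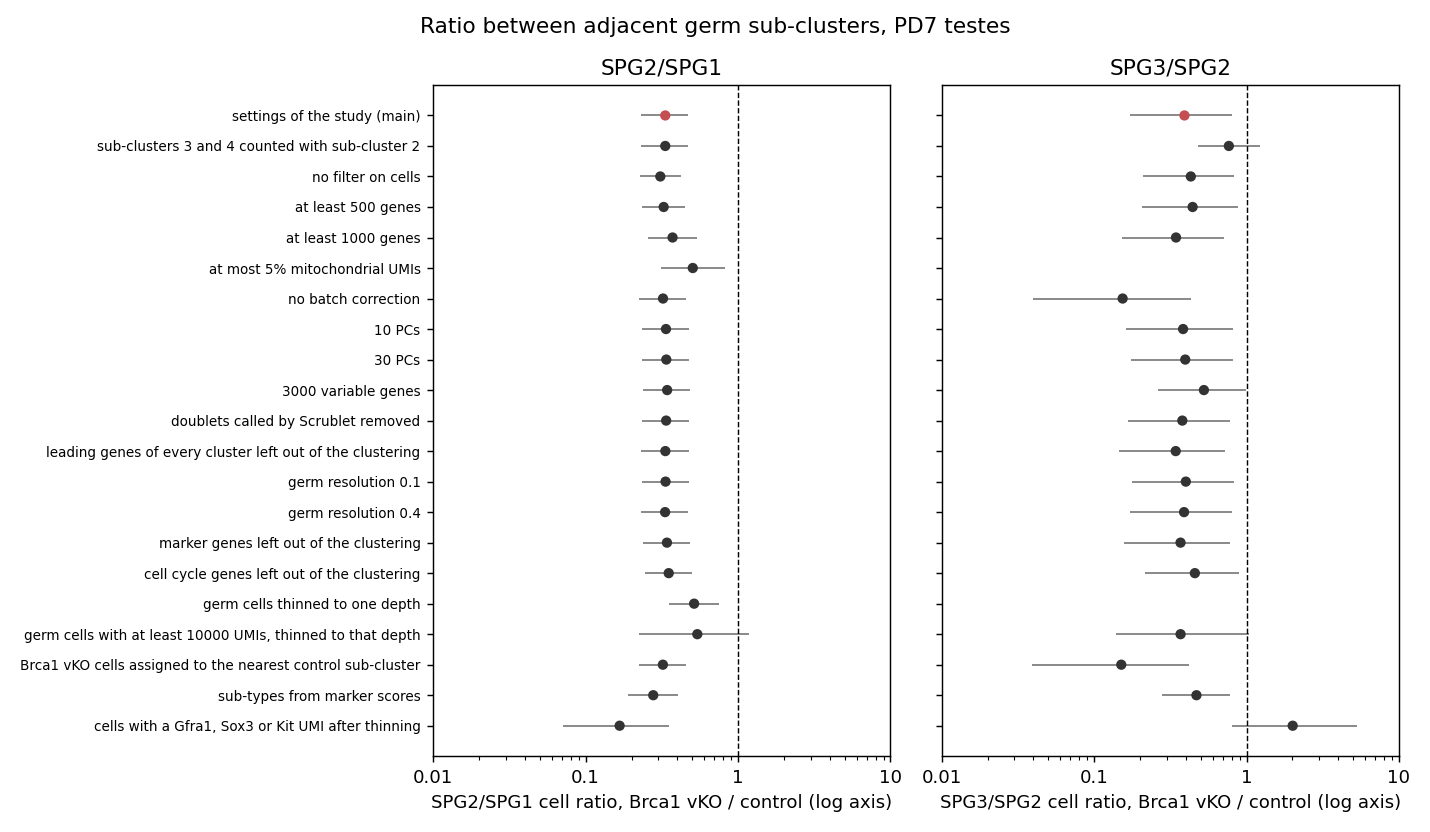
Ratio between adjacent germ sub-clusters in *Brca1* vKO relative to control testes, on a log axis, for the settings of the study and each alternative. Points are the ratios of cell numbers in 1 library per genotype, bars are 95% intervals for counting error, and the dashed line marks equal ratios in both libraries. Settings without a point in the right panel gave no separate SPG3-like sub-cluster. The SPG2/SPG1 points lie between 0.167 and 0.540, and the SPG3/SPG2 points between 0.151 and 2.01.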

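The order of these steps varied with how the cells were assigned. Without batch correction, the ratio was 0.322 (0.225 to 0.456) for SPG2/SPG1 and 0.154 (0.0398 to 0.429) for SPG3/SPG2. When *Brca1* vKO cells were assigned to the nearest control sub-cluster, these were 0.321 and 0.151. Sub-types from marker scores gave 0.278 and 0.469, with intervals of 0.190 to 0.404 and 0.279 to 0.778. Cells with a *Gfra1* or *Sox3* UMI gave 0.167 (0.0709 to 0.354) for SPG2/SPG1. In the main setting, each of the ratios lay within the interval of the other. The paper found the SPG2/SPG1 ratio far below the control and the SPG3/SPG2 ratio above it (Fig. 3C). From these ratios it concludes that the passage from SPG1 to SPG2 was the step most affected in *Brca1* vKO testes.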

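Sub-types were also counted from single genes after thinning to 2000 UMIs, without clusters. Cells with a *Gfra1* UMI numbered 155 in the control and 107 in the *Brca1* vKO library, a ratio of shares of 0.395 (0.306 to 0.509). For *Sox3*, there were 78 and 9 cells, a ratio of 0.0660 (0.0291 to 0.132), and for *Kit* 82 and 19 cells, a ratio of 0.133 (0.0760 to 0.220). The *Sox3* and *Kit* intervals overlapped. Within sub-cluster 0 at this depth, *Gfra1* was found in 33.1% of control and 48.6% of *Brca1* vKO cells. *Sox3* was found in 5.72% and 2.76% of these cells, and *Kit* in 2.49% and 7.18%. The ratios of shares from single genes therefore do not separate the number of cells from the level per cell. Of the *Kit* cells, 10 of 82 in the control and 13 of 19 in the *Brca1* vKO library lay in the SPG1-like sub-cluster 0. Of the *Sox3* cells, 32 of 78 and 3 of 9 lay in sub-cluster 1, and 23 and 5 in sub-cluster 0. Under sub-types from marker scores, the share ratios were 0.110 (0.0800 to 0.148) for SPG2 and 0.0515 (0.0340 to 0.0755) for SPG3. The background in Sertoli-like cells at the same depth was 0.150% and 0.0722% for *Gfra1*, and 0.300% and 0.168% for *Kit*. *Sox3* was found in 0 of 4157 thinned *Brca1* vKO Sertoli-like cells, which allows a share of up to 0.0887%.
The depth of sub-cluster 1 limits these comparisons. Among germ cells with at least 10000 UMIs, thinned to that depth, the counterpart of sub-cluster 1 held 37 control and 9 *Brca1* vKO cells. The ratio of SPG2/SPG1 was then 0.540 (0.225 to 1.17), an interval that includes equal ratios. This setting was chosen after the data were seen.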

**Figure 3:**
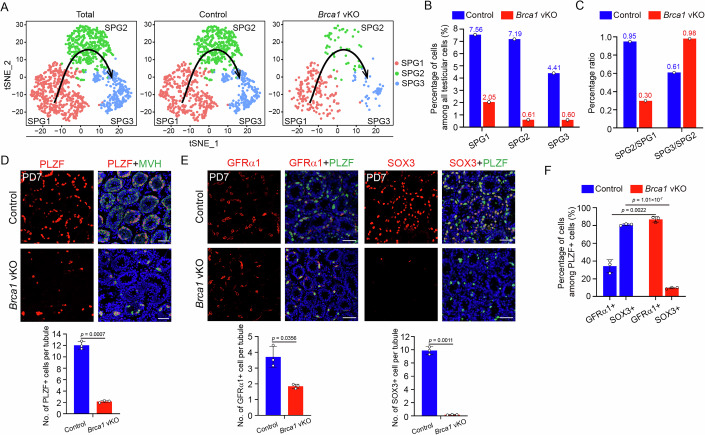
Progenitor spermatogonia are more susceptible to BRCA1 loss. (**A**) Clustering of germ cell population based on tSNE analysis identifies three major subtypes: SPG1 to SPG3. The arrow indicates the stages of development from SPG1 to SPG3. (**B**) Comparative analysis of the percentage of SPG1, SPG2, and SPG3 among all testicular cells between Control and *Brca1* vKO male mice at PD7. (**C**) Analysis of the percentage ratio of SPG2/SPG1 and SPG3/SPG2 in Control and *Brca1* vKO male mice at PD7. (**D**) IF staining of PLZF and MVH in frozen sections of testes from Control and *Brca1* vKO male mice at PD7 and statistical analysis of the number of PLZF+ cells per seminiferous tubule. (**E**) IF staining of GFRα1&PLZF and SOX3&PLZF in frozen sections of testes from Control and *Brca1* vKO male mice at PD7 and statistical analysis of the number of GFRα1+ and SOX3+ cells per seminiferous tubule. (**F**) Statistical analysis of the percentage of GFRα1+ and SOX3+ cells among PLZF+ cells in testes of Control and *Brca1* vKO male mice. Data information: Data are presented as mean ± SD. Three mice of each genotype were analyzed. *P* value, two-tailed unpaired Student’s *t* test. Scale bar, 50 μm. Source data are available online for this figure.

**Figure EV4:**
Progenitor spermatogonia have a much more dramatic reduction than spermatogonial stem cells after BRCA1 loss. (**A**) Gene expression patterns of selected marker genes for each subtype of germ cells. The tSNE plot is in reference to all germ cells (control + *Brca1* vKO). (**B**) Whole-mount IF staining of GFRα1 and PLZF in seminiferous tubules of testes from Control and *Brca1* vKO male mice at PD7. (**C**) Whole-mount IF staining of SOX3 and PLZF in seminiferous tubules of testes from Control and *Brca1* vKO male mice at PD7. (**D**) Statistical analysis of the number of GFRα1 + , SOX3+cells, and PLZF+ cells per 100 μm seminiferous tubule in Control and *Brca1* vKO male mice at PD7. Three mice of each genotype were analyzed. Data information: Data are presented as mean ± SD. *P* value, two-tailed unpaired student’s t test. Scale bar, 100 μm.

To verify if progenitor spermatogonia (SPG2) are more susceptible to BRCA1 loss than spermatogonial stem cells (SPG1), we utilized immunofluorescent staining to confirm the identity of the remaining germ cells in *Brca1* vKO testes at PD7. Most remaining germ cells in *Brca1* vKO testes were PLZF-positive undifferentiated spermatogonia at PD7, but they were significantly decreased compared with those in control testes (Figs. 3D and EV4B–D). Consistent with the scRNA-seq data, the numbers of GFRα1-positive spermatogonial stem cells and SOX3-positive progenitor spermatogonia were both reduced in *Brca1* vKO testes, but the reduction was much more dramatic in SOX3-positive progenitor spermatogonia (Figs. 3E and EV4B–D). Among all PLZF-positive undifferentiated spermatogonia, the percentage of GFRα1-positive spermatogonial stem cells significantly increased, and that of SOX3-positive progenitor spermatogonia dramatically decreased in *Brca1* vKO testes (Fig. 3F). As a result, there was a dramatic change in the composition of PLZF-positive undifferentiated spermatogonia in *Brca1* vKO testes, with GFRα1-positive spermatogonial stem cells being the predominant population (Fig. 3F). These observations suggest that progenitor spermatogonia are more susceptible to BRCA1 loss than spermatogonial stem cells during the formation of undifferentiated spermatogonia.

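The expression of each gene was compared between the libraries in the summed UMIs of a sub-cluster. These sums held 18557492 UMIs in the control and 6912882 in the *Brca1* vKO library for sub-cluster 0, and 1672846 and 323099 for sub-cluster 1. For sub-cluster 2 they held 8500637 and 466651. The study's test across single cells was not repeated, because the cells of 1 mouse are not replicates, and no p-value or count of changed genes is given. The log2 ratio of CPM, *Brca1* vKO over control, was taken with a pseudocount of 10 CPM, which understates the change of genes with few UMIs. Gene lists were written by hand. The median log2 ratio of a list was set beside 10000 random lists of the same size and matched expression, and its percentile among them describes these libraries only. With at least 10 UMIs in both sums together, 17505 genes were measured in sub-cluster 0 and 9381 in sub-cluster 1. The median log2 ratio of all measured genes was -0.02 in sub-cluster 0 and 0.02 in sub-cluster 1.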

To analyze if gene expression changes caused by BRCA1 loss contribute to the phenotypes observed in *Brca1* vKO testes, we conducted differential gene expression analysis for the three cell clusters and performed pathway enrichment analysis on the up- and down-regulated genes (Appendix Fig. S1). Since the germ cell development from SPG1 to SPG2 was most affected in *Brca1* vKO testes, we focused on pathways enriched in these two clusters. However, we did not identify the enrichment of DNA damage checkpoint or relevant pathways in SPG1 or SPG2, suggesting that gene expression changes caused by BRCA1 loss are unlikely to contribute directly to the phenotypes in *Brca1* vKO testes.

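The 50 genes of a DNA damage checkpoint list had a median log2 ratio of 0.10 in the SPG1-like sub-cluster 0 (resampling interval 0.03 to 0.12), with 31 genes higher and 19 lower in *Brca1* vKO cells. This median lay at percentile 99.4 of matched lists. With sub-types from marker scores it was -0.056, so its direction depended on the setting. With germ cells thinned to 2000 UMIs it was -0.065, but sub-clusters 0 and 2 merged there, so this value is not of SPG1-like cells alone. In sub-cluster 1, the median of the 48 measured genes was 0.05 (-0.18 to 0.12), at percentile 58.9, and thinning moved it most, to 0.26. It was -0.083 with TMM scaling and -0.0043 with marked doublets removed, so its direction depended on the setting too.
The transcriptional targets of p53 were taken as a separate list. In sub-cluster 0, the 39 measured targets had a median of 0.34 (0.30 to 0.45), with 35 genes higher and 4 lower, and no matched list had a median as high. In sub-cluster 1, the 26 measured targets had a median of 0.57 (0.32 to 0.75), with 20 higher and 6 lower, again above the matched lists. The pseudocount moved these medians most, from 0.75 at 1 CPM to 0.15 at 50 CPM in sub-cluster 0. A list of dissociation stress genes rose in the same cells, with a median of 0.46, and 1 of its 20 genes is also a p53 target. *Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727 in mm10), which is on both the checkpoint list and the target list, had 12.2 CPM (10.6 to 13.9) in sub-cluster 0 of the control library and 146 (137 to 155) in the *Brca1* vKO library. *Trp53* itself had 60.6 (57.1 to 64.3) and 80.1 (73.6 to 87.1) CPM. The paper's Appendix Fig. S1A lists a p53 pathway among the genes higher in *Brca1* vKO SPG1. Its text reports no enrichment of DNA damage checkpoint or related pathways in SPG1 or SPG2. From this, the paper proposes that changed gene expression is unlikely to contribute directly to the phenotypes.

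**Figure D3:**
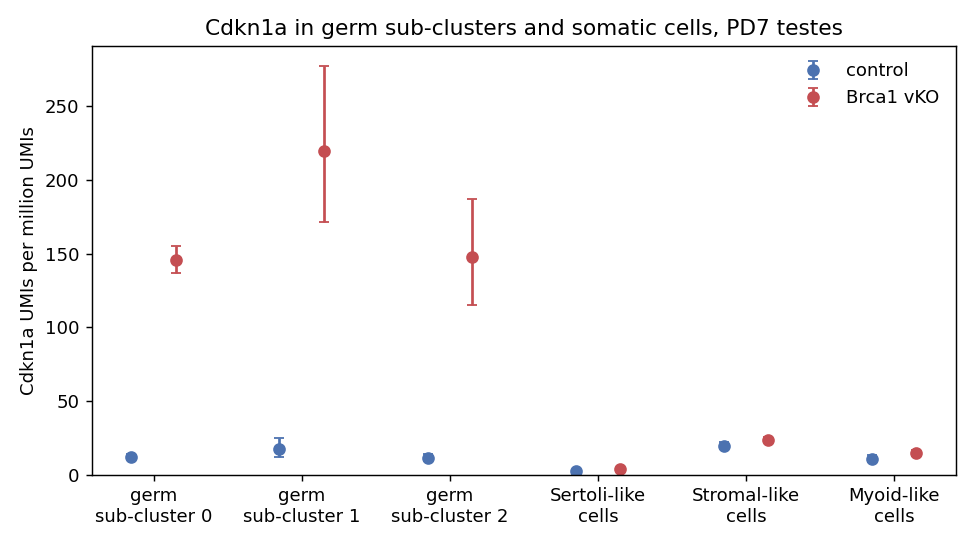
*Cdkn1a* CPM UMIs in 3 germ sub-clusters and 3 somatic classes of control and *Brca1* vKO testes. Points are sums over the cells of 1 library, and bars are exact 95% Poisson intervals for counting error. The *Brca1* vKO points of the germ sub-clusters lie at 146, 220 and 148 CPM, above the control points and the somatic classes.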

### Spermatogonial stem cells hyperproliferate after BRCA1 loss

In control testes, the homeostasis of undifferentiated spermatogonia was almost established at PD7. Due to the dramatic reduction of SOX3-positive progenitor spermatogonia, the homeostasis of undifferentiated spermatogonia failed to be established in *Brca1* vKO testes at PD7. Interestingly, although the number of GFRα1-positive spermatogonial stem cells was also decreased in *Brca1* vKO testes at PD7, the percentage of p-H3(S10)-positive mitotic cells in this population was much higher than that in control testes (Fig. 4A,B). This observation reveals an unexpected hyperproliferation of GFRα1-positive spermatogonial stem cells, which could be interpreted as an attempt to restore the homeostasis of undifferentiated spermatogonia. Therefore, we examined if the homeostasis of undifferentiated spermatogonia could be gradually established in older *Brca1* vKO mice.

**Figure 4:**
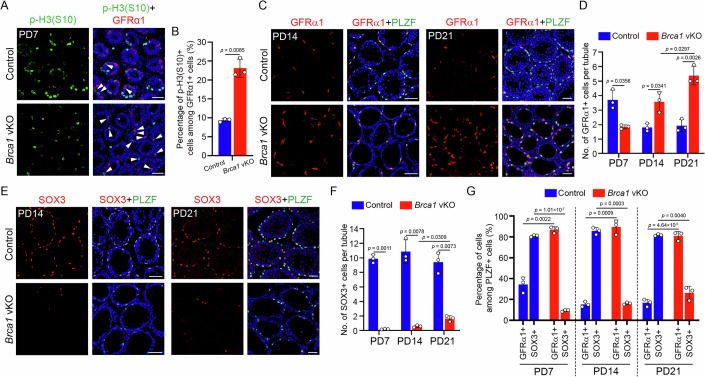
Spermatogonial stem cells hyperproliferate after BRCA1 loss. (**A**) IF staining of the mitosis marker p-H3(S10) and GFRα1 in frozen sections of testes from Control and *Brca1* vKO male mice at PD7. The double-positive cells were marked by a white arrowhead. (**B**) Statistical analysis of the percentage of p-H3(S10)+ cells among GFRα1+ cells in testes of Control and *Brca1* vKO male mice at PD7. At least 50 GFRα1-positive cells from each mouse were analyzed. (**C**) IF staining of GFRα1 and PLZF in frozen sections of testes from Control and *Brca1* vKO male mice at PD14 and PD21. (**D**) Statistical analysis of the number of GFRα1+ cells per seminiferous tubule in testes of Control and *Brca1* vKO male mice at PD7, PD14, and PD21. (**E**) IF staining of SOX3 and PLZF in frozen sections of testes from Control and *Brca1* vKO males at PD14 and PD21. (**F**) Statistical analysis of the number of SOX3+ cells per seminiferous tubule in testis of Control and *Brca1* vKO male mice at PD7, PD14, and PD21. (**G**) Statistical analysis of the percentage of GFRα1+ and SOX3+ cells among PLZF+ cells in testes of Control and *Brca1* vKO male mice at PD7, PD14, and PD21. Data information: Data are presented as mean ± SD. Three mice of each genotype were analyzed. *P* value, two-tailed unpaired Student’s *t* test. Scale bar, 50 μm. Source data are available online for this figure.

In control testes, the number of GFRα1-positive spermatogonial stem cells decreased to a level at PD14 that remained unchanged at PD21. In *Brca1* vKO testes, although the number of GFRα1-positive spermatogonial stem cells was reduced at PD7, it did not further decrease but instead increased at PD14 and continued to increase to a level 2–3 fold of that in control testes at PD21 (Figs. 4C,D and EV5A,B). Consistently, the percentage of p-H3(S10)-positive mitotic cells in GFRα1-positive spermatogonial stem cells remained higher than that in control testes at PD14 and PD21, indicative of continued hyperproliferation in these cells (Appendix Fig. S2). On the contrary, the number of SOX3-positive progenitor spermatogonia only slightly increased at PD14 and PD21 (Figs. 4E,F and EV5C,D). Among all PLZF-positive undifferentiated spermatogonia in *Brca1* vKO testes at PD14 and PD21, the percentage of GFRα1-positive spermatogonial stem cells remained much higher than that in control testes, and the percentage of SOX3-positive progenitor spermatogonia remained much lower than that in control testes (Fig. 4G), suggesting that the composition of PLZF-positive undifferentiated spermatogonia was not restored in *Brca1* vKO testes. Therefore, despite the hyperproliferation of spermatogonial stem cells, the homeostasis of undifferentiated spermatogonia was never established in *Brca1* vKO testes.

**Figure EV5:**
The number of spermatogonial stem cells gradually increases in *Brca1* vKO testes. (**A**) Whole-mount IF staining of GFRα1 and PLZF in seminiferous tubules of testes from Control and *Brca1* vKO male mice at PD14 and PD21. (**B**) Statistical analysis of the number of GFRα1+ cells per 100 μm seminiferous tubule in testes from Control and *Brca1* vKO male mice at PD7, PD14, and PD21. Three mice of each genotype were analyzed. (**C**) Whole-mount IF staining of SOX3 and PLZF in seminiferous tubules of testes from Control and *Brca1* vKO male mice at PD14 and PD21. (**D**) Statistical analysis of the number of SOX3+ cells per 100 μm seminiferous tubule in testes from Control and *Brca1* vKO male mice at PD7, PD14, and PD21. Three mice of each genotype were analyzed. Data information: Data are presented as mean ± SD. *P* value, two-tailed unpaired Student’s *t* test. Scale bar, 100 μm.

### Gradual loss of spermatogonial stem cells leads to premature exhaustion of undifferentiated spermatogonia in *Brca1* vKO testes

Most spermatogonial stem cells are usually in a quiescent state, which is essential for maintaining spermatogenesis for many years. To explore the consequences of hyperproliferation of spermatogonial stem cells, we examined the fate of these cells in older *Brca1* vKO mice. Although the number of GFRα1-positive spermatogonial stem cells in *Brca1* vKO testes was 2–3 times that in control testes at PD21, it rapidly decreased to a level slightly more than that in control testes at PD42 and to a level similar to that in control testes at PD90 (Fig. 5A,B). At PD180, GFRα1-positive spermatogonial stem cells were hardly detectable in *Brca1* vKO testes (Fig. 5A,B). Consistent with GFRα1-positive spermatogonial stem cells being the predominant population of undifferentiated spermatogonia due to the dramatic reduction of SOX3-positive progenitor spermatogonia, the number of PLZF-positive undifferentiated spermatogonia also rapidly decreased, and they were hardly detectable at PD180 in *Brca1* vKO testes (Fig. 5A,C). In line with these observations, the number of germ cells quickly reduced, and the seminiferous tubules were almost completely devoid of germ cells and contained many vacuoles at PD180 in *Brca1* vKO testes (Fig. 5D). Therefore, accompanied by the gradual loss of spermatogonial stem cells, the undifferentiated spermatogonia were exhausted prematurely in *Brca1* vKO testes.

**Figure 5:**
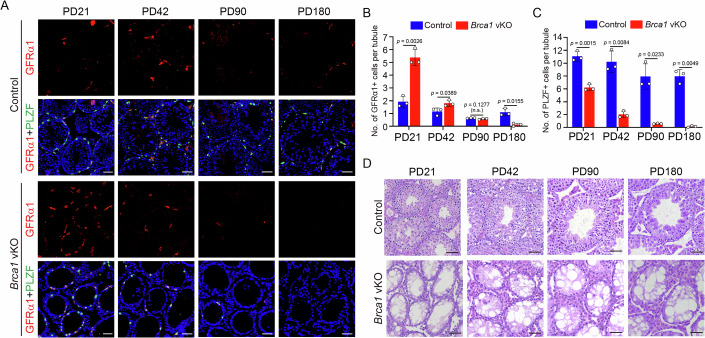
Gradual loss of spermatogonial stem cells leads to premature exhaustion of undifferentiated spermatogonia in *Brca1* vKO testes. (**A**) IF staining of GFRα1 and PLZF in frozen sections of testes from Control and *Brca1* vKO male mice at PD21, PD42, PD90, and PD180. (**B**, **C**) Statistical analysis of the number of GFRα1+ cells (**B**) and PLZF+ cells (**C**) per seminiferous tubule in testis of Control and *Brca1* vKO male mice at PD21, PD42, PD90, and PD180. The GFRα1 data in control and *Brca1* vKO at PD21 were the same as in Fig. 4D. (**D**) H&E staining in paraffin sections of testes from Control and *Brca1* vKO male mice at PD21, PD42, PD90, and PD180. Data information: Data are presented as mean ± SD. Three mice of each genotype were analyzed. *P* value, two-tailed unpaired Student’s *t* test. n.s. not significant. Scale bar, 50 μm. Source data are available online for this figure.

### Blocking apoptotic cell death of progenitor spermatogonia restores the homeostasis of undifferentiated spermatogonia in *Brca1* vKO testes

In *Brca1* vKO testes, the dramatic reduction of progenitor spermatogonia seems to be the most upstream event that disrupts the establishment of homeostasis of undifferentiated spermatogonia, triggers hyperproliferation of spermatogonial stem cells, and leads to premature exhaustion of undifferentiated spermatogonia. To further interrogate this idea, we examined apoptosis in these cells. Little apoptosis was observed in control testes at PD7, PD14, and PD21 (Appendix Fig. S3A–C). In *Brca1* vKO testes, the number of SOX3-positive progenitor spermatogonia was dramatically reduced at PD7, and little apoptosis was observed in the remaining cells (Appendix Fig. S3A–C). This suggests that the rapid elimination of SOX3-positive progenitor spermatogonia likely prevents us from capturing cells undergoing apoptosis at PD7. Similarly, little apoptosis was observed in GFRα1-positive spermatogonial stem cells in *Brca1* vKO testes at PD7 (Appendix Fig. S3A–C), likely because the detrimental effects of hyperproliferation had not yet manifested at this early stage.

By PD14 and PD21, as the number of remaining SOX3-positive progenitor spermatogonia increased in *Brca1* vKO testes, apoptosis became detectable (Appendix Fig. S3A–C). Concurrently, as the hyperproliferation of GFRα1-positive spermatogonial stem cells continued, apoptosis was also observed in this population of cells (Appendix Fig. S3A–C). Importantly, apoptosis was much more pronounced in SOX3-positive progenitor spermatogonia than in GFRα1-positive spermatogonial stem cells (Appendix Fig. S3C). These observations are consistent with our conclusions that progenitor spermatogonia are more susceptible to BRCA1 loss than spermatogonial stem cells, and the dramatic reduction of progenitor spermatogonia seems to be the most upstream event that disrupts the establishment of homeostasis of undifferentiated spermatogonia.

To test if blocking apoptotic cell death of progenitor spermatogonia could restore the homeostasis of undifferentiated spermatogonia and prevent the hyperproliferation of spermatogonial stem cells in *Brca1* vKO testes, we generated *Brca1* and *p53* germ cell-specific double knockout mice (*Brca1*^*f/-*^*Trp53*^*f/-*^*Vasa-Cre* mice, from now on referred to as *Brca1-p53* vDKO mice). Unlike in *Brca1* vKO testes, SOX3-positive progenitor spermatogonia were readily observed in *Brca1-p53* vDKO testes at PD7 (Fig. 6B). Although still lower than in control testes, the number of SOX3-positive progenitor spermatogonia in *Brca1-p53* vDKO testes was significantly higher than that in *Brca1* vKO testes at PD7 (Fig. 6C). Consistent with our hypothesis, the reduction of GFRα1-positive spermatogonial stem cells was not observed in *Brca1-p53* vDKO testes at PD7 either (Fig. 6A,C). In addition, although the number of PLZF-positive undifferentiated spermatogonia remained lower (Fig. 6C), the composition of PLZF-positive undifferentiated spermatogonia in *Brca1-p53* vDKO testes was similar to that in control testes (Fig. 6D). Therefore, the homeostasis of undifferentiated spermatogonia was largely restored in *Brca1-p53* vDKO testes at PD7.

**Figure 6:**
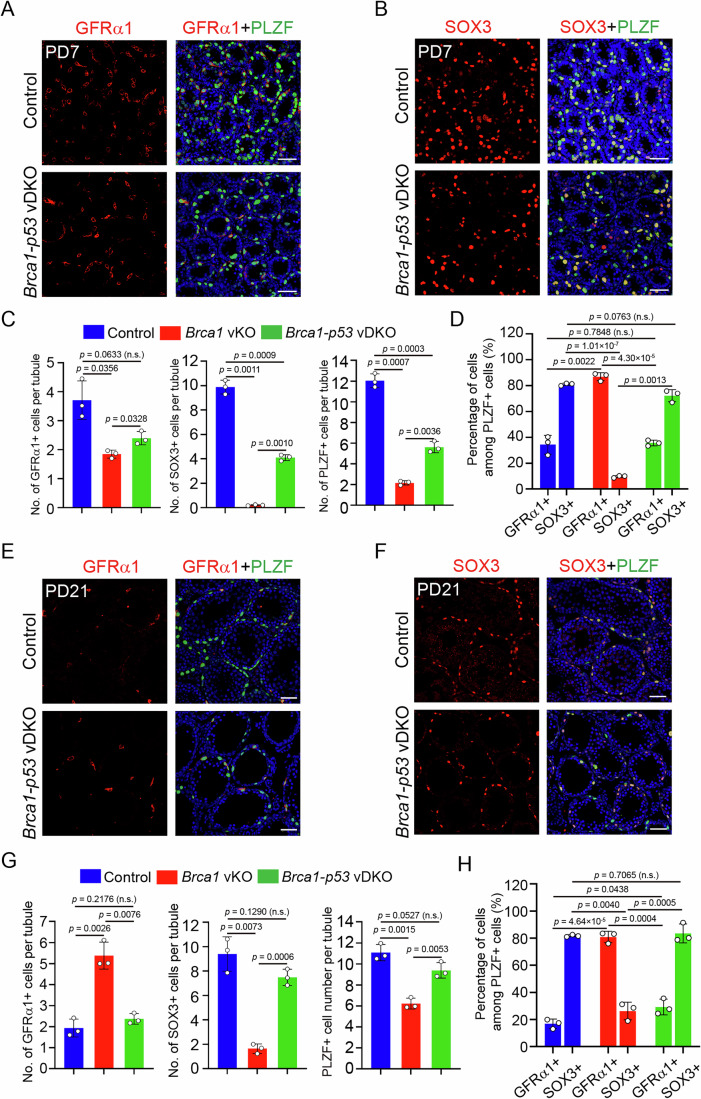
Blocking apoptotic cell death of progenitor spermatogonia restores the homeostasis of undifferentiated spermatogonia in *Brca1* vKO testes. (**A**) IF staining of GFRα1 and PLZF in frozen sections of testes from Control and *Brca1-p53* vDKO male mice at PD7. (**B**) IF staining of SOX3 and PLZF in frozen sections of testes from Control and *Brca1-p53* vDKO male mice at PD7. (**C**) Statistical analysis of the number of GFRα1 + , SOX3 + , and PLZF+ cells per seminiferous tubule in cross-sections of testes from Control, *Brca1* vKO, and *Brca1-p53* vDKO male mice at PD7. The GFRα1 data in control and *Brca1* vKO at PD7 were the same as in Figs. 3E and 4D. The SOX3 data in control and *Brca1* vKO at PD7 were the same as in Figs. 3E and 4F. The PLZF data in control and *Brca1* vKO at PD7 were the same as in Fig. 3D. (**D**) Statistical analysis of the percentage of GFRα1+ and SOX3+ cells among PLZF+ cells in testes from Control, *Brca1* vKO, and *Brca1-p53* vDKO male mice at PD7. The control and *Brca1* vKO data were the same as in Figs. 3F and 4G. (**E**) IF staining of GFRα1 and PLZF in frozen sections of testes from Control and *Brca1-p53* vDKO male mice at PD21. (**F**) IF staining of SOX3 and PLZF in frozen sections of testes from Control and *Brca1-p53* vDKO male mice at PD21. (**G**) Statistical analysis of the number of GFRα1+ and SOX3+ cells per seminiferous tubule in testes from Control, *Brca1* vKO, and *Brca1-p53* vDKO male mice at PD21. The GFRα1 data in control and *Brca1* vKO at PD21 were the same as in Figs. 4D and 5B. The SOX3 data in control and *Brca1* vKO at PD21 were the same as in Fig. 4F. The PLZF data in control and *Brca1* vKO at PD21 were the same as in Fig. 5C. (**H**) Statistical analysis of the percentage of GFRα1+ and SOX3+ cells among PLZF+ cells in testes from Control, *Brca1* vKO, and *Brca1-p53* vDKO male mice at PD21. The control and *Brca1* vKO data were the same as in Fig. 4G. Data information: Data are presented as mean ± SD. Three mice of each genotype were analyzed. *P* value, two-tailed unpaired Student’s *t* test. n.s. not significant. Scale bar, 50 μm. Source data are available online for this figure.

At PD21, the numbers of SOX3-positive progenitor spermatogonia, GFRα1-positive spermatogonial stem cells, and PLZF-positive undifferentiated spermatogonia in *Brca1-p53* vDKO testes were similar to those in control testes, and the composition of PLZF-positive undifferentiated spermatogonia in *Brca1-p53* vDKO testes was similar to that in control testes (Fig. 6E–H). Therefore, accompanied by the restoration of the homeostasis of undifferentiated spermatogonia, the hyperproliferation of spermatogonial stem cells was also reversed in *Brca1-p53* vDKO testes at PD21 (Fig. 6E,G). Taken together, these observations support the idea that a dramatic reduction of progenitor spermatogonia disrupts the establishment of homeostasis of undifferentiated spermatogonia, triggers hyperproliferation of spermatogonial stem cells, and leads to premature exhaustion of undifferentiated spermatogonia in *Brca1* vKO testes.

### Rapid proliferation of progenitor spermatogonia potentially contributes to their susceptibility to BRCA1 loss

Since the dramatic reduction of progenitor spermatogonia triggers the defects in *Brca1* vKO testes, we examined why progenitor spermatogonia are more susceptible to BRCA1 loss than spermatogonial stem cells. At PD7, strong γH2AX signals were observed in GFRα1-positive spermatogonial stem cells and SOX3-positive progenitor spermatogonia in both control and *Brca1* vKO testes (Fig. 7A). The intensities of γH2AX signals and the percentages of γH2AX-positive undifferentiated spermatogonia were similar between control and *Brca1* vKO testes (Fig. 7B,C), regardless of GFRα1-positive spermatogonial stem cells and SOX3-positive progenitor spermatogonia analyzed, suggesting BRCA1 loss has no impact on the generation of spontaneous DNA damage. Importantly, the intensities of γH2AX signals and the percentages of γH2AX-positive cells were similar between both populations in control and *Brca1* vKO testes (Fig. 7B,C), suggesting that spontaneous DNA damage arises similarly in these two populations.

**Figure 7:**
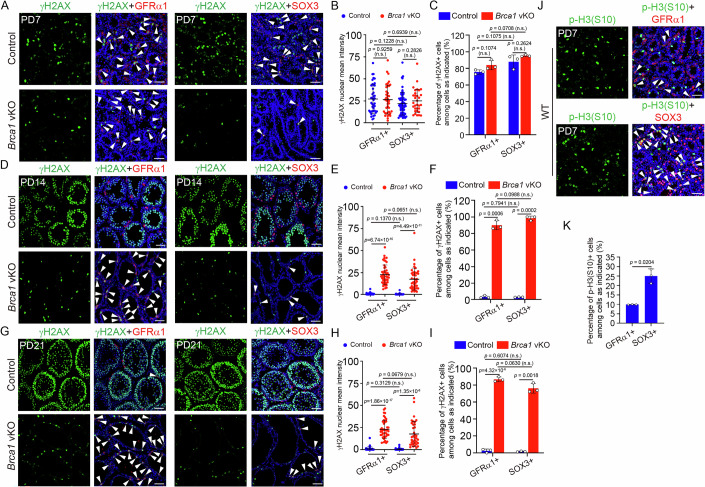
The rapid proliferation of progenitor spermatogonia potentially contributes to their susceptibility to BRCA1 loss. (**A**) Co-staining of GFRα1&γH2AX and SOX3&γH2AX in frozen sections of testes from Control and *Brca1* vKO male mice at PD7. The double-positive cells were marked by a white arrowhead. (**B**) Statistical analysis of γH2AX nuclear mean intensity of GFRα1+ and SOX3+ cells in testes from Control and *Brca1* vKO male mice at PD7. At least 30 positive cells from each genotype were analyzed. (**C**) Statistical analysis of the percentage of γH2AX+ cells among GFRα1+ and SOX3+ cells in testes from Control and *Brca1* vKO male mice at PD7. Three mice of each genotype were analyzed. (**D**) Co-staining of GFRα1&γH2AX and SOX3&γH2AX in frozen sections of testes from Control and *Brca1* vKO male mice at PD14. The double-positive cells were marked by a white arrowhead. (**E**) Statistical analysis of γH2AX nuclear mean intensity of GFRα1+ cells and SOX3+ cells in testes from Control and *Brca1* vKO male mice at PD14. At least 30 positive cells from each genotype were analyzed. (**F**) Statistical analysis of the percentage of γH2AX+ cells among GFRα1+ and SOX3+ cells in testes from Control and *Brca1* vKO male mice at PD14. Three mice of each genotype were analyzed. (**G**) Co-staining of GFRα1&γH2AX and SOX3&γH2AX in frozen sections of testes from Control and *Brca1* vKO male mice at PD21. The double-positive cells were marked by a white arrowhead. (**H**) Statistical analysis of γH2AX nuclear mean intensity of GFRα1+ cells and SOX3+ cells in testis sections of Control and *Brca1* vKO male mice at PD21. At least 30 positive cells from each genotype were analyzed. (**I**) Statistical analysis of the percentage of γH2AX+ cells among GFRα1+ and SOX3+ cells in testes from Control and *Brca1* vKO male mice at PD21. Three mice of each genotype were analyzed. (**J**) Co-staining of GFRα1& p-H3(S10) and SOX3&p-H3(S10) in frozen sections of testes from WT male mice at PD7. The double-positive cells were marked by a white arrowhead. (**K**) Statistical analysis of the percentage of p-H3(S10)+ cells among GFRα1+ and SOX3+ cells in testes from WT male mice at PD7. Three mice were analyzed. Data information: Data are presented as mean ± SD. *P* value, two-tailed unpaired Student’s *t* test. n.s. not significant. Scale bar, 50 μm. Source data are available online for this figure.

At PD14 and PD21, the γH2AX signals diminished in both GFRα1-positive spermatogonial stem cells and SOX3-positive progenitor spermatogonia in control testes (Fig. 7D–I), suggesting that the DNA damage repair dynamics are similar between these two populations in control testes. In contrast, the γH2AX signals in GFRα1-positive spermatogonial stem cells and SOX3-positive progenitor spermatogonia remained high in *Brca1* vKO testes (Fig. 7D–I), indicating that DNA damage repair was significantly delayed, consistent with DNA damage repair deficiency caused by BRCA1 loss. Importantly, the intensities of γH2AX signals and the percentages of γH2AX-positive cells were similar between both populations in *Brca1* vKO testes (Fig. 7E,F,H,I), indicating that DNA damage repair was similarly impaired in both populations in *Brca1* vKO testes.

Interestingly, compared with GFRα1-positive spermatogonial stem cells, SOX3-positive progenitor spermatogonia had a much higher percentage of p-H3(S10)-positive mitotic cells at PD7 (Fig. 7J,K), suggesting that these cells have a much higher proliferation rate. Since cell proliferation in the presence of unrepaired DNA damage is detrimental, the higher proliferation rate may lead to elevated cell death in progenitor spermatogonia when spontaneous DNA damage fails to be repaired efficiently in the absence of BRCA1.

### Formaldehyde is a potential source of spontaneous DNA damage during the formation of undifferentiated spermatogonia

The observations in *Brca1* vKO testes suggest that BRCA1-dependent DNA damage repair is essential for the formation of undifferentiated spermatogonia. Since BRCA1 participates in multiple DNA damage repair pathways for various forms of DNA damage, the source of spontaneous DNA damage during the formation of undifferentiated spermatogonia is unclear. DNA replication stress is one of the primary sources of spontaneous DNA damage that is closely monitored and repaired. To examine if spontaneous DNA damage arises during DNA replication, we labeled the replicating cells with BrdU in the testes of WT male mice. Interestingly, while γH2AX signals are present in 80% of PLZF-positive undifferentiated spermatogonia at PD4 and PD7, only 30% of undifferentiated spermatogonia are positive for BrdU (Fig. 8A,B), suggesting that DNA damage is present in most undifferentiated spermatogonia regardless of their replication status. In addition, less than 30% of all BrdU-positive cells are PLZF-positive undifferentiated spermatogonia at PD4 and PD7 (Fig. 8A,B). The remaining BrdU-positive cells are Sertoli cells (Appendix Fig. S4A,B), in which no spontaneous DNA damage arises. Taking these observations together, DNA replication is unlikely to be the primary source of spontaneous DNA damage during the formation of undifferentiated spermatogonia.

**Figure 8:**
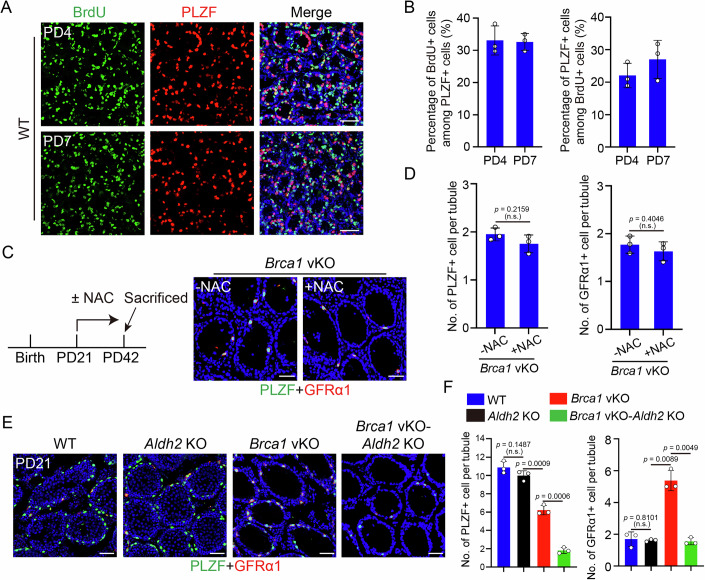
Aldehyde is likely a source of spontaneous DNA damage during the formation of undifferentiated spermatogonia. (**A**) IF staining of BrdU and PLZF in frozen sections of testes from WT mice at PD4 and PD7. (**B**) Statistical analysis of the percentage of BrdU+ cells among PLZF+ cells and the percentage of PLZF+ cells among BrdU+ cells in testes from WT mice at PD4 and PD7. 3 mice were analyzed. (**C**) (left panel) Strategy to feed the *Brca1* vKO male mice with drinking water containing NAC. (right panel) IF staining of PLZF&GFRα1 in frozen sections of testes from male mice fed with or without NAC for three weeks. (**D**) Statistical analysis of the number of PLZF+ cells and GFRα1+ cells per seminiferous tubule in cross-sections of testes from *Brca1* vKO male mice fed with or without NAC. 3 mice from each group were analyzed. (**E**, **F**) IF staining of PLZF&GFRα1 in frozen sections of testes from WT, *Aldh2* KO, *Brca1* vKO, and *Brca1* vKO-*Aldh2* KO male mice at PD21 and statistical analysis of the number of PLZF+ cells and GFRα1+ cells per seminiferous tubule in cross-sections of testes. The *Brca1* vKO data were the same as in Figs. 4D and 5B,C. Three mice of each genotype were analyzed. Data information: Data are presented as mean ± SD. *P* value, two-tailed unpaired Student’s *t* test. n.s. not significant. Scale bar, 50 μm. Source data are available online for this figure.

Besides DNA replication, reactive metabolites can also attack DNA and generate DNA damage. Reactive oxygen species (ROS) are the most well-characterized reactive metabolites produced throughout the cell cycle (Schieber and Chandel, 2014). To examine if ROS are responsible for DNA damage, we tested if ROS scavenger N-Acetylcysteine (NAC) could alleviate the DNA damage during the formation of undifferentiated spermatogonia. Due to breastfeeding, we could not deliver NAC effectively to newborn and infant mice during the formation of undifferentiated spermatogonia in WT testes before PD14. Since DNA damage should continue to be generated in *Brca1* vKO testes at PD21 when undifferentiated spermatogonia was not formed, we examined if NAC treatment at this stage could alleviate the DNA damage and rescue the formation of undifferentiated spermatogonia in *Brca1* vKO testes. However, three weeks of NAC treatment did not increase the PLZF-positive undifferentiated spermatogonia and GFRα1-positive spermatogonial stem cells in *Brca1* vKO testes (Fig. 8C,D). Therefore, ROS are unlikely to be responsible for spontaneous DNA damage during the formation of undifferentiated spermatogonia.

Formaldehyde, a product of folate decomposition and protein demethylation, generates DNA damage independent of the cell cycle (Burgos-Barragan et al, 2017; Tibbetts and Appling, 2010). During the transition from gonocytes to undifferentiated spermatogonia and during the formation of undifferentiated spermatogonia, there should be a global change of transcription, which might be associated with massive histone demethylation and formaldehyde production. Therefore, we examined if formaldehyde was a source of spontaneous DNA damage during the formation of undifferentiated spermatogonia that required BRCA1-dependent DNA damage repair. Since it is challenging to visualize DNA damage generated by formaldehyde directly, we took a similar approach as in previous studies to examine if removing ALDH2, an enzyme critical for formaldehyde clearance (Dingler et al, 2020), exacerbated the defects in *Brca1* vKO testes. Unlike *Brca1* vKO testes, *Aldh2* KO testes did not exhibit defects in undifferentiated spermatogonia at PD21 (Fig. 8E,F; Appendix Fig. S5A,B). However, much fewer PLZF-positive undifferentiated spermatogonia and GFRα1-positive spermatogonial stem cells were observed in *Brca1* vKO-*Aldh2* KO testes than in *Brca1* vKO testes at PD21 (Fig. 8E,F; Appendix Fig. S5A,B). Therefore, *Aldh2* KO exacerbated the defects in the formation of undifferentiated spermatogonia in *Brca1* vKO testes.

Although we predicted that more DNA damage is generated in the undifferentiated spermatogonia of *Brca1* vKO-*Aldh2* KO testes, there was no significant difference in the intensities of γH2AX signals and the percentages of γH2AX-positive undifferentiated spermatogonia between *Brca1* vKO and *Brca1* vKO-*Aldh2* KO testes (Appendix Fig. S5C,D). Since strong γH2AX signals are already present in *Brca1* vKO testes, the potential increase in DNA damage in *Brca1* vKO-*Aldh2* KO might not be easily detected by immunofluorescent staining, a semi-quantitative method. Collectively, these observations suggest that formaldehyde is a potential source of spontaneous DNA damage during the formation of undifferentiated spermatogonia. However, further investigation is required to validate this hypothesis.

## Discussion

### BRCA1-dependent repair of spontaneous DNA damage is essential for the formation of undifferentiated spermatogonia

As the source of uninterrupted spermatogenesis, undifferentiated spermatogonia are formed soon after birth. Since the integrity of the genome to be passed to the offspring needs to be protected against DNA damage that arises during the life span of undifferentiated spermatogonia, it is not surprising that mice deficient for several DNA damage repair proteins manifest defects in the maintenance of undifferentiated spermatogonia (Takubo et al, 2008; Tang et al, 2024). Paradoxically, our study reveals that massive spontaneous DNA damage arises during the formation of undifferentiated spermatogonia in mice, which poses a significant threat to genome integrity. Although no cell apoptosis is associated with DNA damage generation in WT mice, loss of BRCA1 compromises DNA damage repair and disrupts the formation of undifferentiated spermatogonia (Fig. 9), highlighting the importance of BRCA1-dependent DNA damage repair in protecting genome integrity during this process.

**Figure 9:**
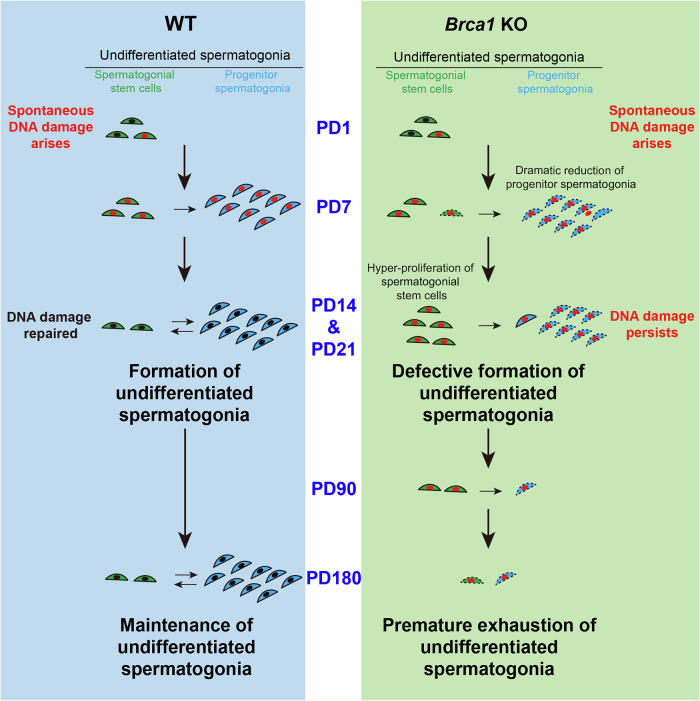
Working model: BRCA1 is indispensable for the formation of undifferentiated spermatogonia. During the formation of undifferentiated spermatogonia in WT mice, spermatogonial stem cells gradually transit into progenitor spermatogonia until homeostasis is established between these two populations. Massive spontaneous DNA damage arises during this process (PD1-PD7), but it is repaired promptly before the formation of undifferentiated spermatogonia (PD14-PD21). Undifferentiated spermatogonia are then maintained to support uninterrupted spermatogenesis (PD90-PD180). Brca1 KO compromises DNA damage repair so that DNA damage persists (PD14-PD21). The dramatic reduction of progenitor spermatogonia disrupts the homeostasis between the two populations. Despite the hyperproliferation of spermatogonial stem cells, undifferentiated spermatogonia fail to form (PD14-PD21). Spermatogonial stem cells are eventually depleted, leading to premature exhaustion of undifferentiated spermatogonia (PD90-PD180).

BRCA1 is the only DNA damage repair protein known to be required for the formation of undifferentiated spermatogonia. Given the multifaceted role of BRCA1 in DNA damage repair (Schreuder et al, 2024; Tarsounas and Sung, 2020), the requirement for BRCA1 during this process is likely determined by the nature of DNA damage. Our study suggests that formaldehyde produced from transcription change-associated histone demethylation is a potential source of spontaneous DNA damage during the formation of undifferentiated spermatogonia. With the change in cell identity, massive transcription reprogramming occurs during the formation of undifferentiated spermatogonia (Hammoud et al, 2014; Law et al, 2019). For example, PLZF is not expressed in gonocytes at E18.5 but starts to express in developing spermatogonia at PD1. When spermatogonial stem cells gradually transit to progenitor spermatogonia, GFRα1 expression is turned off, and SOX3 expression is turned on. We could not directly analyze the formaldehyde level in vivo due to technical limitations, but we speculate that massive transcription reprogramming during the formation of undifferentiated spermatogonia leads to a surge in formaldehyde level. Formaldehyde-induced DNA damage is generated during primordial germ cell (PGC) development and hematopoietic differentiation when dramatic changes in cell identities and massive transcription reprogramming occur (Hill and Crossan, 2019; Shen et al, 2020). It is possible that the formation of undifferentiated spermatogonia is another developmental stage during which genome integrity needs to be protected against the inevitable formaldehyde-induced DNA damage. Further investigation is required to validate this hypothesis. It should be noted that besides histone demethylation, drastic epigenetic changes could occur during the formation of undifferentiated spermatogonia, which trigger global chromatin conformation changes and contribute in part to the pan-nuclear γH2AX signals observed.

Our observation is consistent with previous findings that BRCA1 is required for repairing aldehyde-induced DNA damage (Tacconi et al, 2017). Formaldehyde generates DNA interstrand crosslinks (ICLs) and DNA-protein crosslinks (DPCs). As a major pathway for ICL repair, the Fanconi anemia (FA) pathway functions in both PGC development and hematopoietic differentiation (Hill and Crossan, 2019; Shen et al, 2020), but its role during the formation of undifferentiated spermatogonia is not clear. Recent studies suggest that formaldehyde-induced DPCs are repaired by transcription-coupled repair (Carnie et al, 2024; Oka et al, 2024; van Sluis et al, 2024). BRCA1 belongs to the FA protein family and functions in ICL repair (Che et al, 2018; Semlow and Walter, 2021). BRCA1 has also been linked with transcription-coupled repair in previous studies (Wei et al, 2011). It will be interesting to examine if BRCA1 functions in the FA pathway and transcription-coupled repair during the formation of undifferentiated spermatogonia.

### BRCA1 loss differentially impacts spermatogonial stem cells and progenitor spermatogonia

During the formation of undifferentiated spermatogonia, spermatogonial stem cells gradually transit into progenitor spermatogonia until homeostasis is established between these two populations. Due to the dramatic reduction of progenitor spermatogonia after BRCA1 loss, the homeostasis of undifferentiated spermatogonia failed to be established. Our study suggests that the high proliferation rate potentially contributes to the susceptibility of the progenitor spermatogonia to BRCA1 loss. DNA damage usually activates cell cycle checkpoints to arrest cell proliferation (Sperka et al, 2012), but no cell proliferation arrest is observed during the formation of undifferentiated spermatogonia despite the presence of massive DNA damage, suggesting that DNA damage is repaired promptly during this process. Given the dual functions of BRCA1 in DNA damage repair and cell cycle checkpoint activation (Huen et al, 2010; Savage and Harkin, 2015), it is likely that *Brca1* KO cells continue to proliferate in the presence of unrepaired DNA damage and eventually die. Mutations in the coiled-coil domain of BRCA1, such as L1363P of mouse BRCA1, disrupt BRCA1’s function in DNA damage repair but not cell cycle checkpoint (Park et al, 2020; Pulver et al, 2021). It will be interesting to examine the impact on the formation of undifferentiated spermatogonia in *Brca1*^*L1363P/L1363P*^ mice.

Unlike the dramatic reduction of progenitor spermatogonia after BRCA1 loss, spermatogonial stem cells are mildly reduced. In addition, spermatogonial stem cells hyperproliferate, which could be interpreted as an attempt to compensate for the dramatic reduction of progenitor spermatogonia. Spermatogonial stem cells are gradually lost afterward, and undifferentiated spermatogonia are exhausted prematurely. Although it has been shown that hyperproliferation leads to aging and exhaustion of hematopoietic stem cells (Singh et al, 2018), it has never been demonstrated in spermatogonial stem cells. It should be noted that unrepaired DNA damage is also present in spermatogonial stem cells in *Brca1* vKO testes, which may also contribute to the premature exhaustion of undifferentiated spermatogonia. Therefore, we could not conclude that hyperproliferation of spermatogonial stem cells alone leads to premature exhaustion of undifferentiated spermatogonia in *Brca1* vKO testes. It will be interesting to deplete progenitor spermatogonia using genetic mouse models without causing DNA damage repair defects and test if dramatic reduction of progenitor spermatogonia triggers hyperproliferation of spermatogonial stem cells and leads to premature exhaustion of undifferentiated spermatogonia.

### Exogenous DNA damage may generate differential impacts on spermatogonial stem cells and progenitor spermatogonia

Although undifferentiated spermatogonia repair spontaneous DNA damage promptly during their formation, they are extremely sensitive to DNA damage after formation. DNA alkylating reagent busulfan, commonly used to prepare recipients for spermatogonial stem cell transplantation in mice, effectively depletes most undifferentiated spermatogonia without causing global toxicity (La and Hobbs, 2019; Sriram et al, 2024). However, the DNA damage response remains to be characterized in undifferentiated spermatogonia after they are formed. Since spermatogonial stem cells and progenitor spermatogonia can be easily distinguished in mice, it will be important to examine if progenitor spermatogonia are more susceptible to DNA damage than spermatogonial stem cells after these two populations have reached homeostasis. After acute exposure to DNA damage that does not deplete all undifferentiated spermatogonia, male fertility drops but gradually restores (La and Hobbs, 2019). It remains to be examined if spermatogonial stem cells hyperproliferate in this scenario and if the hyperproliferation of spermatogonial stem cells leads to premature exhaustion of undifferentiated spermatogonia.

### BRCA1 loss is compatible with cell proliferation in vivo

Besides the formation of undifferentiated spermatogonia, BRCA1 is important for multiple developmental processes (Pao et al, 2014; Shukla et al, 2011; Sotiropoulou et al, 2013; Vasanthakumar et al, 2016). In particular, BRCA1 loss leads to embryonic lethality (Hakem et al, 1996; Liu and Lu, 2020; Ludwig et al, 1997), but the reasons are unclear. Since BRCA1 loss is incompatible with cell proliferation in vitro, it is generally believed that BRCA1 loss disrupts some essential cellular activities and leads to cell proliferation defects during embryonic development (Hakem et al, 1996). However, *Brca1* KO embryos die at E6.5, before which cell proliferation should be normal. In this study, we show that spermatogonial stem cells in *Brca1* KO testes are not eliminated until PD180, and these cells proliferate even faster than those in control testes at PD7. Therefore, BRCA1 loss is compatible with cell proliferation in vivo, suggesting that the lethality of *Brca1* KO embryos is unlikely due to cell proliferation defects alone. Instead, we show that BRCA1 is required to repair spontaneous DNA damage during the formation of undifferentiated spermatogonia, which is potentially generated by formaldehyde produced from transcription change-associated histone demethylation. Since the growth of embryos is accompanied by dramatic changes in cell identity and massive transcription reprogramming, it will be interesting to examine if formaldehyde-induced spontaneous DNA damage is generated that requires BRCA1-dependent DNA damage repair during early embryonic development.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*Brca1*^*flox/flox*^ mice	NCI Mouse Repository	01XB8
*Vasa-Cre* transgenic mice	The Jackson Laboratory,	006954
*p53*^*flox/flox*^ mice	NCI Mouse Repository	01XC2
*H2ax*^−/−^ mice	Celeste et al, 2002	N/A
*Aldh2*^−/−^ mice	Kitagawa et al, 2000	N/A
**Antibodies**		
Rabbit anti-γH2AX	Abcam	ab11174
Rabbit anti-MVH	Abcam	ab13840
Rat anti-GCNA	Abcam	ab82527
Rabbit anti-BRCA1	Wu et al, 2009	N/A
Rabbit anti-PLZF	Santa Cruz	sc22839
Goat anti-PLZF	R&D Systems	AF2944
Goat anti-KIT	R&D Systems	AF1356
Goat anti-GFRα1	R&D Systems	AF560
Goat anti-SOX3	R&D Systems	AF2569
Rabbit anti-cleaved PARP1 (Asp214)	Cell Signaling Technology,	9544
Rabbit anti-phospho-Histone H3 (Ser10)	Cell Signaling Technology	9701S
Goat anti-SOX9	R&D Systems	AF3075
Rabbit anti-SOX9	Sigma-Aldrich	AB5535
Rat anti-BrdU	Abcam	ab6326
Alexa Fluor 594 Donkey Anti-Goat IgG (H + L)	Jackson Immunoresearch	705-585-147
Alexa Fluor 488 Donkey Anti-Rabbit IgG (H + L)	Jackson Immunoresearch	711-545-152
Alexa Fluor 594 Goat Anti-Rat IgG (H + L)	Jackson Immunoresearch	112-585-167
Alexa Fluor® 488 Goat Anti-Rat IgG H&L	Abcam	ab150157
**Chemicals, enzymes, and other reagents**		
N-acetylcysteine (NAC)	Sigma-Aldrich	A7250
BrdU	Sigma-Aldrich	B5002
Hoechst 33342	Invitrogen	H21492
FluorSave Reagent	Merck millipore	345789
Collagenase IV	Sangon Biotech	A004186
DNase I	Invitrogen	AM2222
TrypLE™ Express	Gibco	12605028
Bouin’s Solution	Sigma	HT10132
OCT compound	SAKURA	#4583
**Software**		
GraphPad Prism 9.5	GraphPad software	N/A
Adobe Illustrator CS6	Adobe	N/A

### Mice

All mice were housed under an appropriately controlled environment (temperature 20–22 °C, humidity 50–70%, and 12 h light/12 h dark cycle) with easy access to food and water. All experimental procedures were approved by the Zhejiang University Animal Care and Use Committee (File No. ZJU20190144). Littermates were used as controls.

### Histological analysis

Testes or epididymides of male mice with indicated ages were isolated, fixed in Bouin’s Solution for 48 h at room temperature, dehydrated stepwise through an ethanol series (30, 50, 70, 90%, and 100% ethanol), embedded in paraffin, and sectioned. After dewaxing and hydration, the sections were stained with hematoxylin and 1% eosin and imaged with a Leica DM4000 upright microscope.

### BrdU incorporation assay

BrdU (Sigma) was injected intraperitoneally into male mice at 50 μg/g body weight, and testes were isolated from mice 4 h later.

### NAC feeding

Mice were fed with N-acetylcysteine (NAC) in drinking water at 1 mg/ml for three consecutive weeks before being sacrificed. Fresh NAC solution was prepared every other day.

### Immunofluorescence (IF) staining of frozen sections

The isolated testes were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C, dehydrated in 30% sucrose, embedded in OCT compound, and sectioned. The sections were permeabilized in 0.5% Triton X-100 for 15 min, blocked with 5% BSA in PBS for 1 h at room temperature, and incubated overnight at room temperature with primary antibodies diluted in 1% BSA. Following three washes with PBS, Alexa Fluor-labeled secondary antibodies were added to the sections and incubated for 2 h at room temperature. The sections were then washed in PBS three times, incubated in 5 μg/ml of Hoechst 33342 for 10 min at room temperature, and mounted with FluorSave Reagent. Images were taken using a laser scanning confocal microscope (STELLARIS 5, Leica Microsystems). For quantification in frozen sections, the positive cells in at least 20 intact seminiferous tubules were counted. The number of positive cells per tubule was calculated by dividing the total number of positive cells by the number of seminiferous tubules analyzed. The data obtained from three mice were presented. The γH2AX nuclear mean intensity was quantified by ImageJ. The quantification data were available in Dataset EV1.

### IF staining of germ cells after DNA damage

PD1 testes were digested in PBS containing 1 mg/ml collagenase IV and 0.5 mg/ml DNase I at 37 °C for 5 min. Individual tubules were collected by brief centrifugation and were attached to coverslips overnight in DMEM containing 10% FBS. The cells were treated with 10 Gy ionizing radiation, fixed 4 h later, and subjected to IF staining.

### Whole-mount IF staining of seminiferous tubules

Tunica albuginea was removed from the isolated testes, and untangled seminiferous tubules were fixed in 4% PFA at 4 °C for 4 h. The seminiferous tubules were washed in PBS three times, permeabilized in 0.5% Triton X-100, blocked in 5% BSA for 1 h at room temperature, and incubated with primary antibodies diluted in 1% BSA at room temperature overnight. After washing in PBS three times, the seminiferous tubules were incubated with Alexa Fluor-labeled secondary antibodies for 1 h at room temperature. Hoechst 33342 was used to stain DNA. The seminiferous tubules were washed in PBS, mounted, and observed using a laser scanning confocal microscope (STELLARIS 5, Leica Microsystems). For quantification in isolated seminiferous tubules, the positive cells were counted in seminiferous tubules that are at least 1 mm by length. The number of positive cells per 100 μm seminiferous tubule was calculated by dividing the total number of all positive cells by the length of the seminiferous tubules. The numbers obtained from three mice of each genotype were presented. The quantification data were available in Dataset EV1.

### Single-cell RNA sequencing (scRNA-seq)

Testes of PD7 control and *Brca1* vKO mice were isolated and digested into single cells by two continuous steps with collagenase IV and TrypLE™ Express. The single-cell suspensions were loaded onto the 10× Genomics Chromium platform to partition into Gel Bead-In-Emulsions (GEMs), followed by barcoded reverse transcription and PCR amplification of cDNA for library construction according to the manufacturer’s instructions. To mitigate the potential issue of capturing an insufficient number of germ cells in *Brca1* vKO samples due to smaller testicular volumes, we increased the number of cells from *Brca1* vKO that was loaded onto the sequencer. The single-cell libraries were sequenced by an MGISEQ-2000RS sequencer (MGI Tech). The raw sequencing data were aligned to the mouse reference genome mm10 (10× Genomics pre-built, version refdata-gex-mm10-2020-A), and count matrices were generated using the 10× Genomics Cell Ranger Pipeline (version 6.0.2). Subsequently, these matrices were imported into R (version 4.2.3) via RStudio (version 2023.03.0 Build 386). R Package Seurat (version 4.3.0.1) was utilized for downstream scRNA-seq analysis (Hao et al, 2021). Cells with fewer than 750 unique genes detected or more than 10% mitochondrial gene expression were deemed low-quality and thus excluded. Cell cycle scores were computed by the Seurat function CellCycleScoring. The two samples were merged, normalized, and scaled, and RunPCA function was performed to select the principal components. Batch effects were corrected by Harmony using the Seurat embedded function RunHarmony (Korsunsky et al, 2019). Dimension reduction analysis was performed using RunTSNE. Cell clustering was accomplished by applying FindNeighbors and FindClusters, with a resolution set to 0.25. Canonical gene markers were plotted to assign the identity of cell clusters. The germ cell population was identified based on the expression of *Ddx4* and *Dazl*. Subsequently, the germ cell population was isolated and subjected to further clustering analysis to identify potential sub-clusters. A similar method as described previously was applied, with the resolution set to 0.2 in the FindClusters function. Cluster visualization was conducted on a t-distributed stochastic neighbor embedding (tSNE) plot within Seurat. Differentially expressed (DE) gene analysis between control and *Brca1* vKO testes within each cell cluster was performed by the FindMarkers function. In each cluster, DE genes with a *P* value of less than 0.05 were selected for pathway enrichment analysis using the DAVID web server (Huang da et al, 2009; Sherman et al, 2022).

### Statistical analysis

Unless otherwise specified in the text, a two-tailed unpaired Student’s *t* test was used to evaluate the statistical significance between two groups of continuous data with normal distribution. A chi-squared test was used to evaluate the difference in the distribution of germ cells between two groups in scRNA-seq. No blinding was used in the experiments.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Expanded View Figures

## Data Availability

The scRNA-seq data reported in this study has been deposited in the Gene Expression Omnibus website with accession code GSE273607. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00487-5.

# Supplementary material for: BRCA1 preserves genome integrity during the formation of undifferentiated spermatogonia
**Source:** EMBO Rep. 2025 May 28;26(15):3747–72. doi: 10.1038/s44319-025-00487-5
**Supplement:** Supplementary file 1 — Appendix

# Appendix

## Table of Contents

Page 2: **Appendix Figure S1.** Differential gene expression and pathway enrichment analysis of SPG1, SPG2, and SPG3 between control and *Brcal* vKO testes at PD7.

Page 3: **Appendix Figure S2.** GFR $\alpha$ 1-positive spermatogonial stem cells continue to hyper-proliferate upon BRCA1 loss in mouse testes at PD14 and PD21.

Page 4-5: **Appendix Figure S3.** Apoptotic analysis of GFR $\alpha$ 1+ and SOX3+ cells in testes of control and *Brcal* vKO mice at PD7, PD14, and PD21.

Page 6: **Appendix Figure S4.** DNA replication rate analysis of Sertoli cells in WT male mice at PD4 and PD7.

Page 7-8: **Appendix Figure S5.** *Aldh2* KO exacerbates the defects in the formation of undifferentiated spermatogonia in *Brcal* vKO testes.

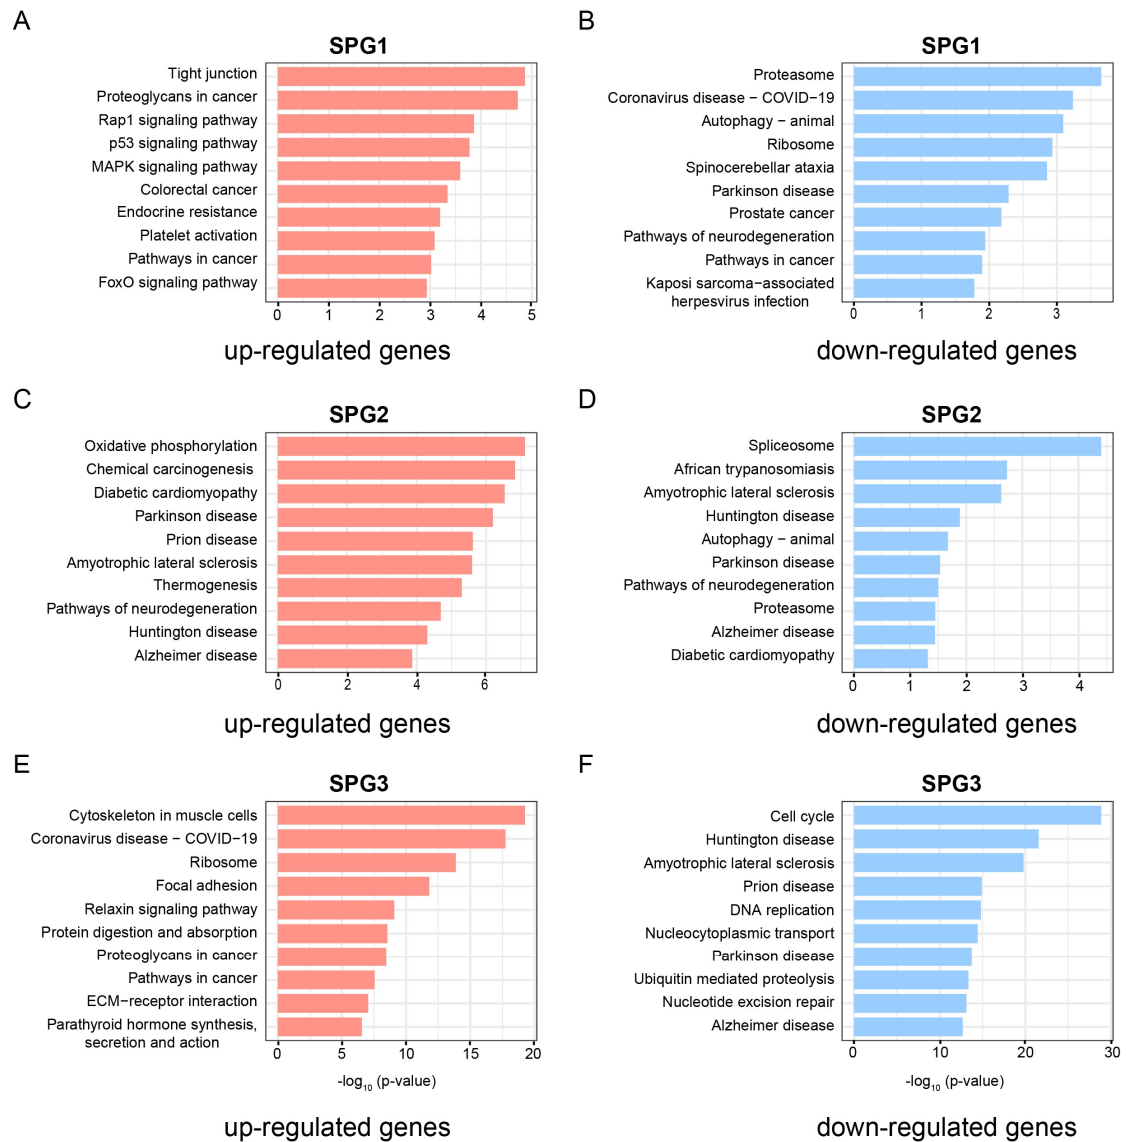

**Appendix Figure S1. Differential gene expression and pathway enrichment analysis of SPG1, SPG2, and SPG3 between control and *Brca1* vKO testes at PD7.**

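For SPG1, genes were ranked by their log2 ratio in sub-cluster 0 among the 13305 genes with at least 50 UMIs in both sums. The largest ratios belonged to *S100a8* at 3.35, *S100a9* at 3.298 and *Cdkn1a* at 2.81. *S100a8* had 2 UMIs in the control cells and 644 in the *Brca1* vKO cells, a ratio of 864 (238 to 7153), and *S100a9* had 3 and 622, a ratio of 557 (190 to 2706). A single *Brca1* vKO cell, marked as a doublet, held 605 of the *S100a8* and 565 of the *S100a9* UMIs. With marked doublets removed, the log2 ratios were 0.64 and 0.84. Both also had higher levels in the summed somatic cells of the *Brca1* vKO library, with log2 ratios of 3.52 and 3.69. These sums include cluster 9, which both genes lead and which had 14628 CPM of *S100a8* in that library. In unmarked Sertoli-like cells, *S100a8* had 0.0376 CPM in the control and 7.61 in the *Brca1* vKO library, and *S100a9* had 0.113 and 10.3. The smallest ratios were those of *Rin2* at -2.48, *Stox2* at -2.32 and *Hbb-bs* at -2.21. *Rin2* fell from 102 (97.0 to 106) to 9.98 (7.77 to 12.6) CPM. With germ cells thinned, where sub-clusters 0 and 2 merged, *Rin2* and *Stox2* were at -1.57 and -1.65. A single control cell held 55.6% of the 2676 *Hbb-bs* UMIs. With marked doublets removed, 2 in each library, the log2 ratio of *Hbb-bs* was -1.15, as it was with sub-types from marker scores. The median of the 5 red blood cell genes, -1.29 in sub-cluster 0, was -0.49 without the marked cells. In the somatic cells *Hbb-bs* had a log2 ratio of -2.12, and of -1.86 without marked cells. A list of 68 p53 pathway genes, of which 67 were measured, had a median of 0.16 (0.09 to 0.20), above the matched lists. Its largest move was to 0.29, at a pseudocount of 1 CPM. For 14 genes of formaldehyde clearance the median was -0.05 (-0.11 to 0.03), at percentile 29.2 of matched lists. *Aldh2* (ENSMUSG00000029455), whose loss is studied with that of *Brca1*, had 41.9 (39.0 to 44.9) and 63.2 (57.4 to 69.4) CPM. Its level in Sertoli-like cells, 222 and 219 CPM, was higher.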

**A-B.** KEGG pathway enrichment analysis of significantly up-regulated genes (A) and down-regulated genes (B) in SPG1.

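For SPG2, sub-cluster 1 was used, with 4704 ranked genes. *Gm26917* had the largest log2 ratio at 3.18, followed by *Cdkn1a* at 3.07 and *Pmaip1* at 2.65. *Gm26917* is annotated as a long non-coding RNA, and 1 of the 52 *Brca1* vKO cells held 96.4% of its 56 UMIs. *Cdkn1a* had 17.3 (11.6 to 24.9) CPM in the control and 220 (172 to 277) in the *Brca1* vKO library. *Pmaip1*, which encodes the p53 target NOXA (ENSMUSG00000024521, chromosome 18, 66458533 to 66465565), had 22.7 (16.1 to 31.2) and 195 (150 to 249). In somatic cells *Pmaip1* had 1.75 and 1.79 CPM. The smallest log2 ratios were those of the haemoglobin genes *Hba-a1* at -5.69, *Hbb-bs* at -5.65 and *Hba-a2* at -5.48. The red blood cell list had a median of -5.48 here. A single control cell held 86.0%, 82.5% and 84.8% of the control UMIs of these genes. With the cell that had the most red blood cell UMIs removed from each library, a setting chosen after the data were seen, their log2 ratios were -2.89, -3.28 and -2.85, and the median of the 4 genes still measured was -2.87. A p53 pathway list had a median of 0.16 (-0.02 to 0.32), at percentile 96.9, and the formaldehyde clearance list one of -0.16 (-0.44 to 0.19), at percentile 19.3.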

**C-D.** KEGG pathway enrichment analysis of significantly up-regulated genes (C) and down-regulated genes (D) in SPG2.

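For SPG3, sub-cluster 2 was used, with 10632 ranked genes and 10 *Brca1* vKO cells. *Kcnc2*, *Gfra1* and *Cdkn1a* had the largest log2 ratios, at 3.83, 3.77 and 2.87. *Kcnc2* and *Gfra1* are leading genes of the SPG1-like sub-cluster, and without batch correction, when 4 of the 10 cells stayed in the matching sub-cluster, their log2 ratios were 0.81 and -0.01. A single cell held 34.6% of the *Kcnc2* UMIs of the 10 cells, and a single cell 51.5% of the *Gfra1* UMIs. *Cdkn1a* kept a log2 ratio of 2.95 there. *Hnf4aos* had 489 UMIs in the control cells, found in 25 of the 168 cells, and 0 in the 10 *Brca1* vKO cells. As 0 of 10 cells allows a share of up to 30.8% of cells with a UMI, this does not show a lower level. Its log2 ratio was -2.76 in this setting, -2.86 without batch correction and -0.50 with sub-types from marker scores. *Hba-a1* and *Hbb-bs* had log2 ratios of -2.64 and -2.53, and the red blood cell list a median of -1.49. A single control cell held 39.4% and 34.4% of the control UMIs of both genes. With the cell that had the most red blood cell UMIs removed from each library, as above, the values were -2.29, -1.97 and -1.44. The median of the DNA damage checkpoint list was 0.12 (-0.01 to 0.19), that of the p53 targets 0.66 (0.48 to 0.77) and that of the p53 pathway list 0.20 (0.09 to 0.33). The formaldehyde clearance list had a median of 0.05 (-0.19 to 0.23), at percentile 72.5.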

**E-F.** KEGG pathway enrichment analysis of significantly up-regulated genes (E) and down-regulated genes (F) in SPG3.

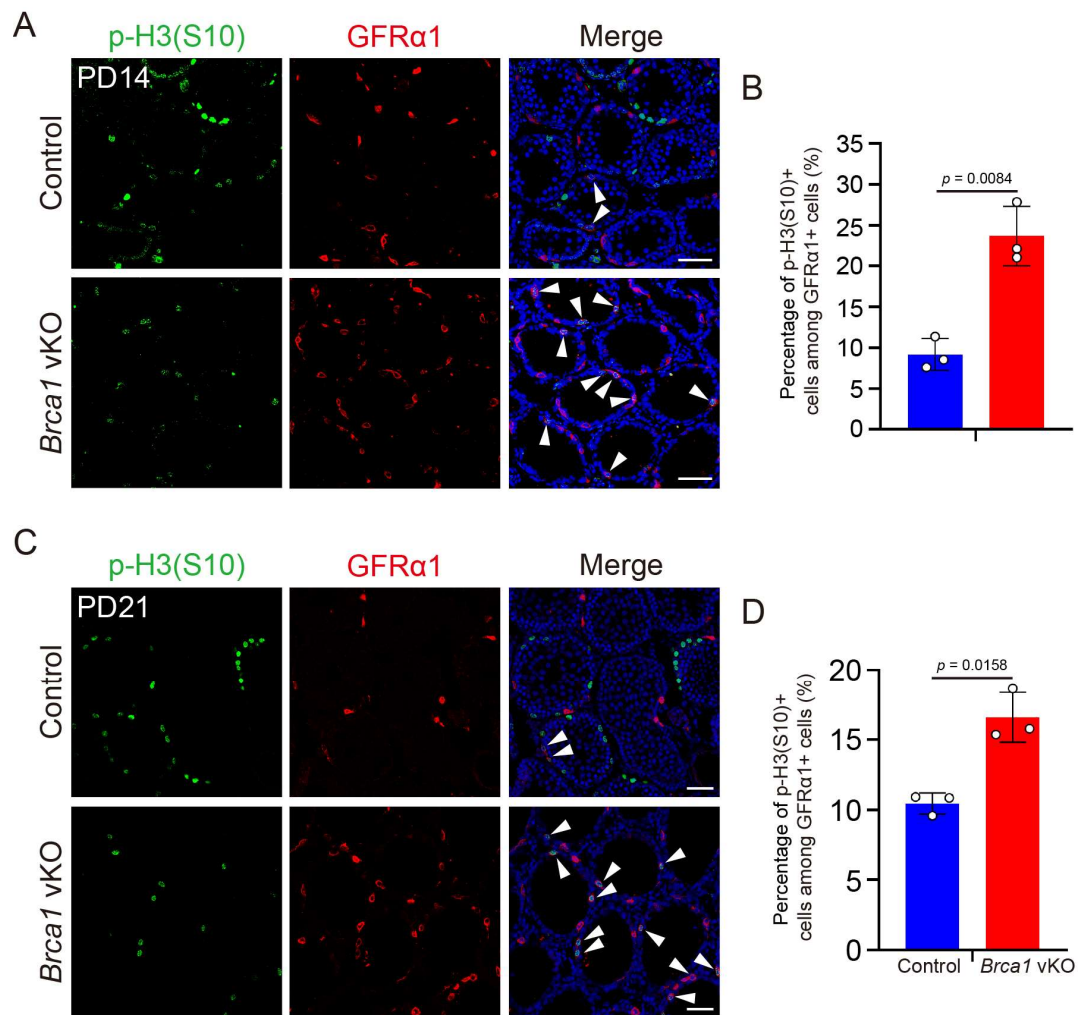

**Appendix Figure S2. GFRα1-positive spermatogonial stem cells continue to hyperproliferate upon BRCA1 loss in mouse testes at PD14 and PD21.**

**A.** IF staining of the mitosis marker p-H3(S10) and GFRα1 in frozen sections of testes from Control and *Brca1* vKO male mice at PD14. The double-positive cells were marked by white arrowhead. Scale bar, 50 μm

**B.** Statistical analysis of the percentage of p-H3(S10)+ cells among GFRα1+ cells in testes of Control and *Brca1* vKO male mice at PD14.

**C.** IF staining of the mitosis marker p-H3(S10) and GFRα1 in frozen sections of testes from Control and *Brca1* vKO male mice at PD21. The double-positive cells were marked by white arrowhead. Scale bar, 50 μm

**D.** Statistical analysis of the percentage of p-H3(S10)+ cells among GFRα1+ cells in testes of Control and *Brca1* vKO male mice at PD21.

Data are presented as mean ± SD. 3 mice of each genotype were analyzed. p value, two-tailed unpaired student's t-test.

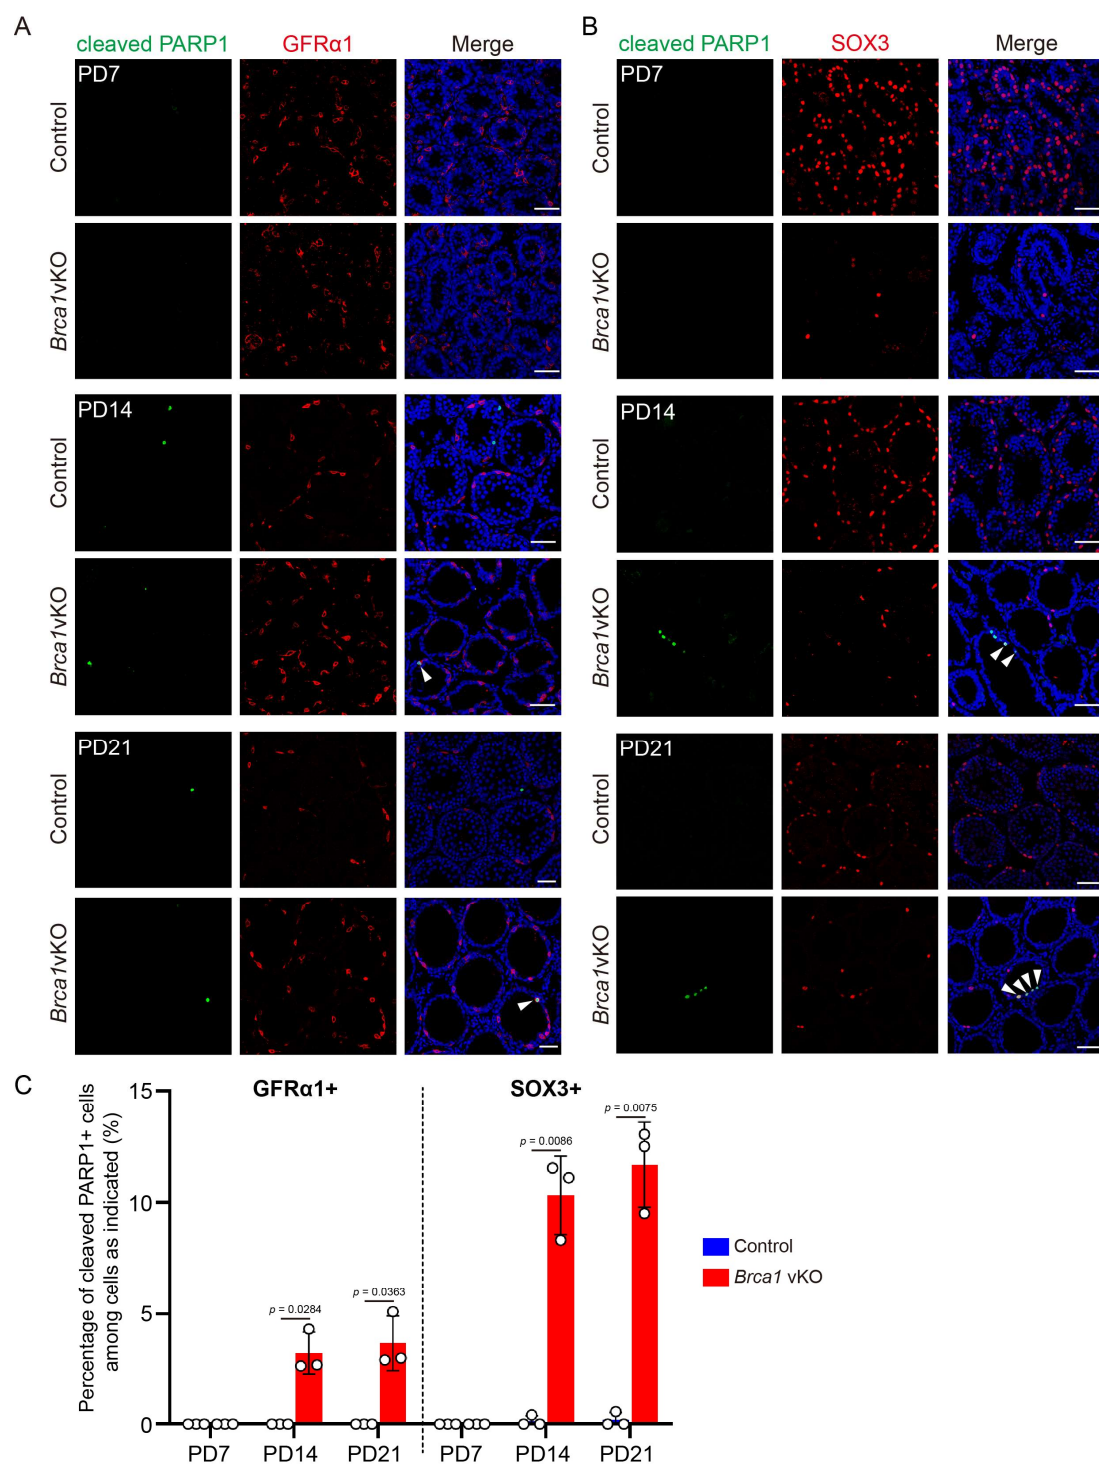

**Appendix Figure S3. Apoptotic analysis of GFR $\alpha$ 1+ and SOX3+ cells in testes of control and *Brca1* vKO mice at PD7, PD14, and PD21.**

**A-B.** Representative images of cleaved PARP1 co-stained with GFR $\alpha$ 1 (A) or SOX3 (B) in frozen sections of testes from control and *Brca1* vKO mice at PD7, PD14, and PD21. The double-positive cells were labeled by white arrowhead. Scale bar, 50  $\mu$ m.

**C.** Statistical analysis of the percentage of GFR $\alpha$ 1+ or SOX3+ cells positive for cleaved

PARP1 in testes from control and *Brcal* vKO mice at PD7, PD14, and PD21. Data are presented as mean  $\pm$  SD. 3 mice of each genotype were analyzed. p value, two-tailed unpaired student's t-test.

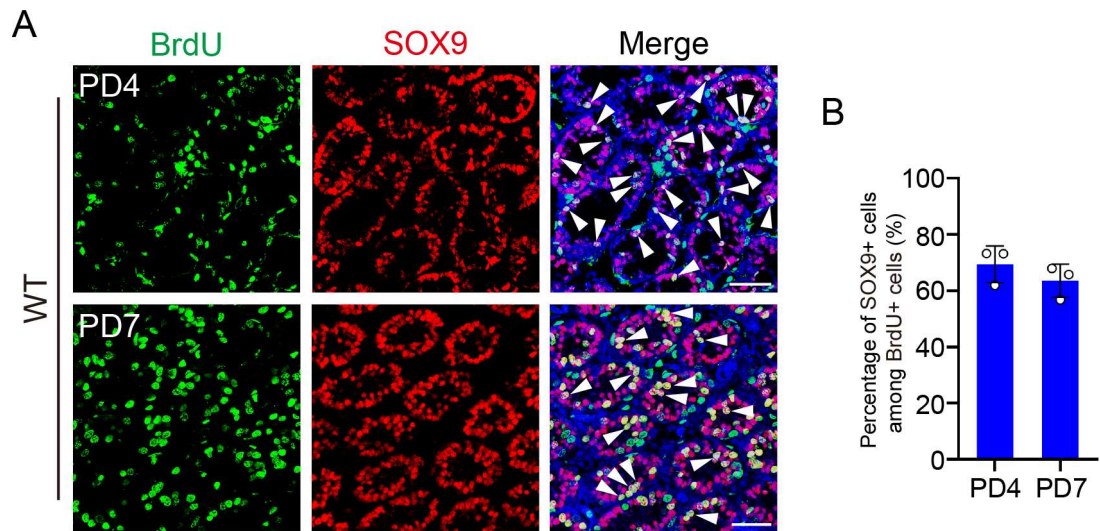

**Appendix Figure S4. DNA replication rate analysis of Sertoli cells in WT male mice at PD4 and PD7.**

**A.** IF staining of BrdU and SOX9 in frozen sections of testes from WT mice at PD4 and PD7. The double-positive cells were marked by white arrowhead. Scale bar, 50  $\mu$ m.

**B.** Statistical analysis of the percentage of SOX9+ cells among BrdU+ cells in testes from WT mice at PD4 and PD7. Data are presented as mean  $\pm$  SD. 3 mice were analyzed.

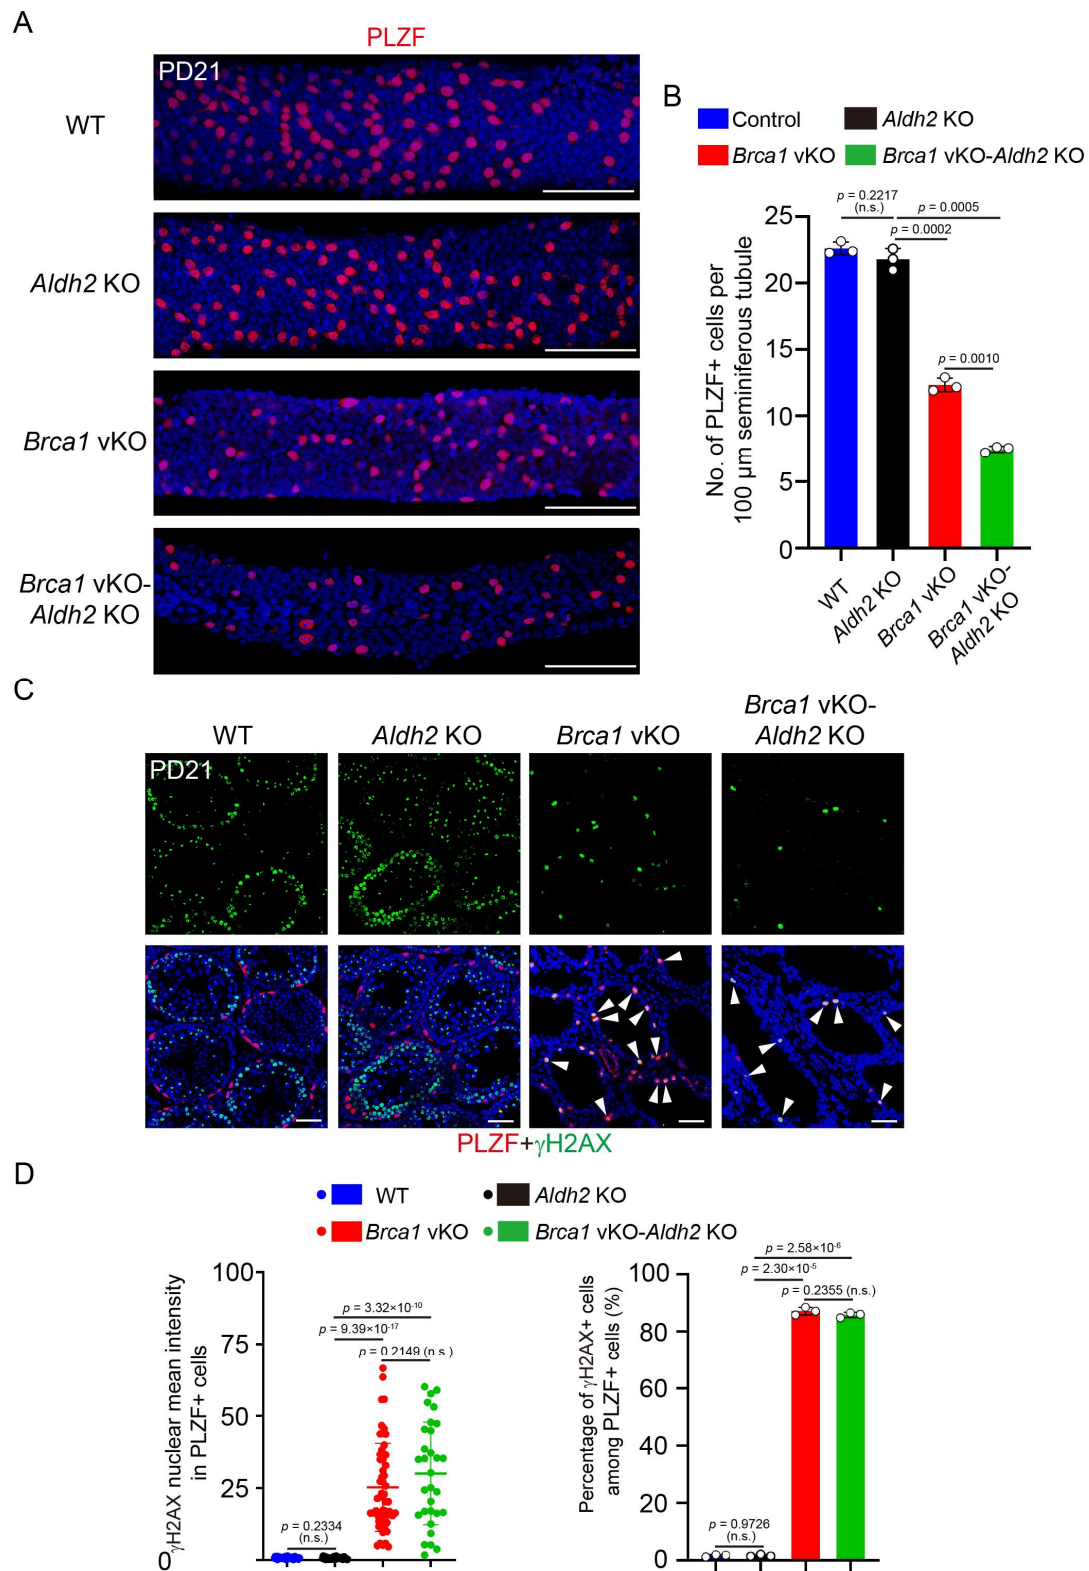

**Appendix Figure S5. *Aldh2* KO exacerbates the defects in the formation of undifferentiated spermatogonia in *Brca1* vKO testes.**

**A.** Whole-mount IF staining of PLZF in seminiferous tubules of testes from WT, *Aldh2* KO, *Brca1* vKO, and *Brca1* vKO-*Aldh2* KO male mice at PD21. Scale bar, 100  $\mu$ m.

**B.** Statistical analysis of the number of PLZF<sup>+</sup> cells per 100  $\mu$ m seminiferous tubule in testes from WT, *Aldh2* KO, *Brcal* vKO, and *Brcal* vKO-*Aldh2* KO male mice at PD21.

**C.** IF staining of  $\gamma$ H2AX and PLZF in frozen sections of testes from WT, *Aldh2* KO, *Brcal* vKO, and *Brcal* vKO-*Aldh2* KO male mice at PD21. The double-positive cells were marked by white arrowhead. Scale bar, 50  $\mu$ m.

**D.** Statistical analysis of  $\gamma$ H2AX nuclear mean intensity of PLZF<sup>+</sup> cells and the percentage of  $\gamma$ H2AX<sup>+</sup> cells among PLZF<sup>+</sup> cells in frozen sections of testes from WT, *Aldh2* KO, *Brcal* vKO, and *Brcal* vKO-*Aldh2* KO male mice at PD21.

Data are presented as mean  $\pm$  SD. 3 mice of each genotype were analyzed. p value, two-tailed unpaired student's t-test. n.s., not significant.

# Supplementary material for: BRCA1 preserves genome integrity during the formation of undifferentiated spermatogonia
**Source:** EMBO Rep. 2025 May 28;26(15):3747–72. doi: 10.1038/s44319-025-00487-5
**Supplement:** Supplementary file 12 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Spermatogonial stem cells and progenitor spermatogonia achieve homeostasis when undifferentiated spermatogonia is formed after birth.**

(A) Cell identity and marker gene expression before and after the formation of undifferentiated spermatogonia, which contain spermatogonial stem cells and progenitor spermatogonia that achieve homeostasis. (B) IF staining of PLZF and GCNA in frozen sections of testes from WT mice at E18.5 and PD1. (C) IF staining of GFR $\alpha$ 1 and PLZF in frozen sections of testes from WT mice at PD1, PD4, PD7, PD14, and PD21. (D) IF staining of SOX3 and PLZF in frozen sections of testes from WT mice at PD1, PD4, PD7, PD14, and PD21. (E) Statistical analysis of the percentage of GFR $\alpha$ 1<sup>+</sup> and SOX3<sup>+</sup> cells among PLZF<sup>+</sup> cells in testes from WT mice at PD1, PD4, PD7, PD14, and PD21. Data information: Data are presented as mean  $\pm$  SD. Three mice at each timepoint were analyzed. Scale bar, 50  $\mu$ m. n.s., not significant.

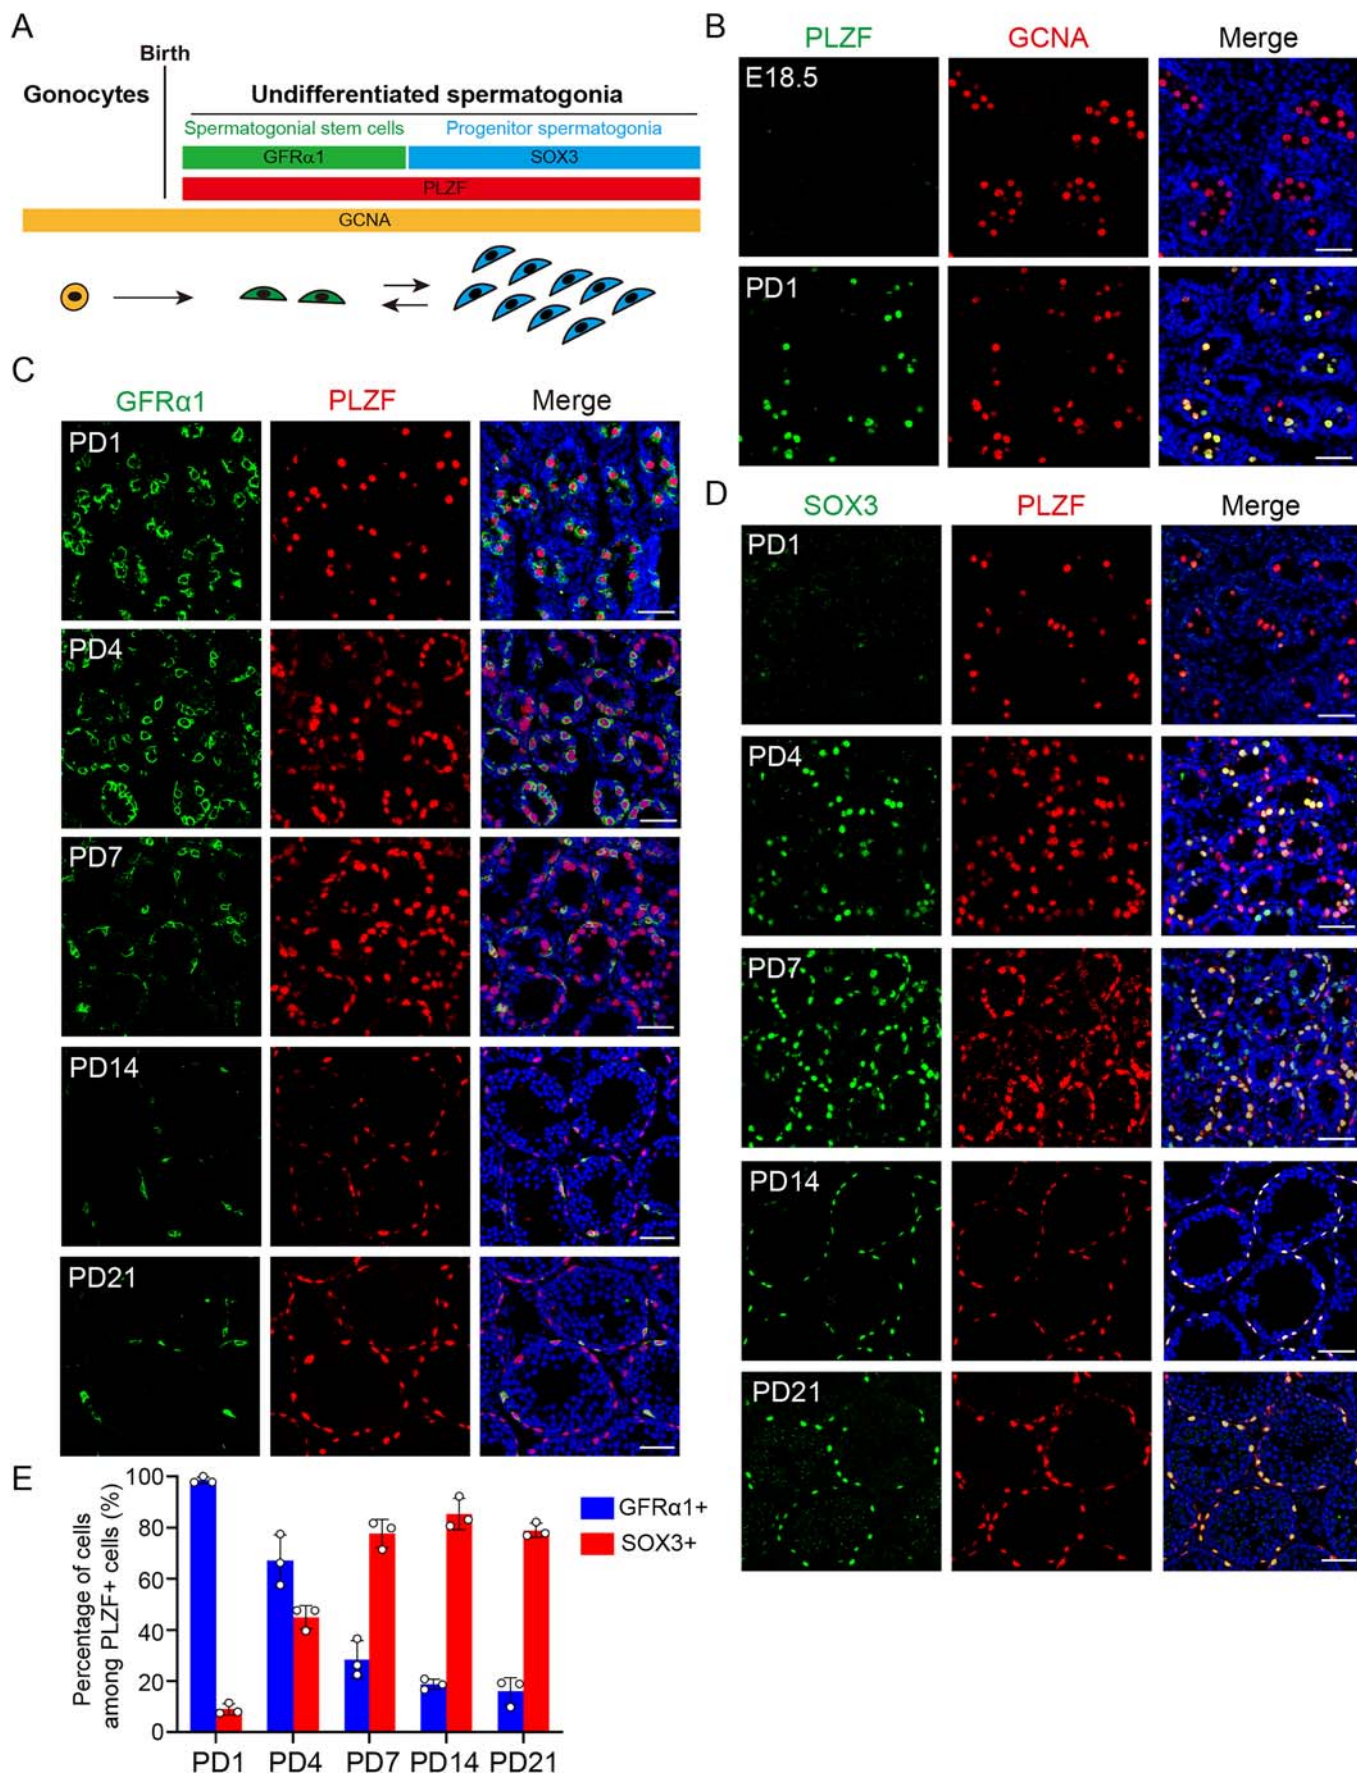

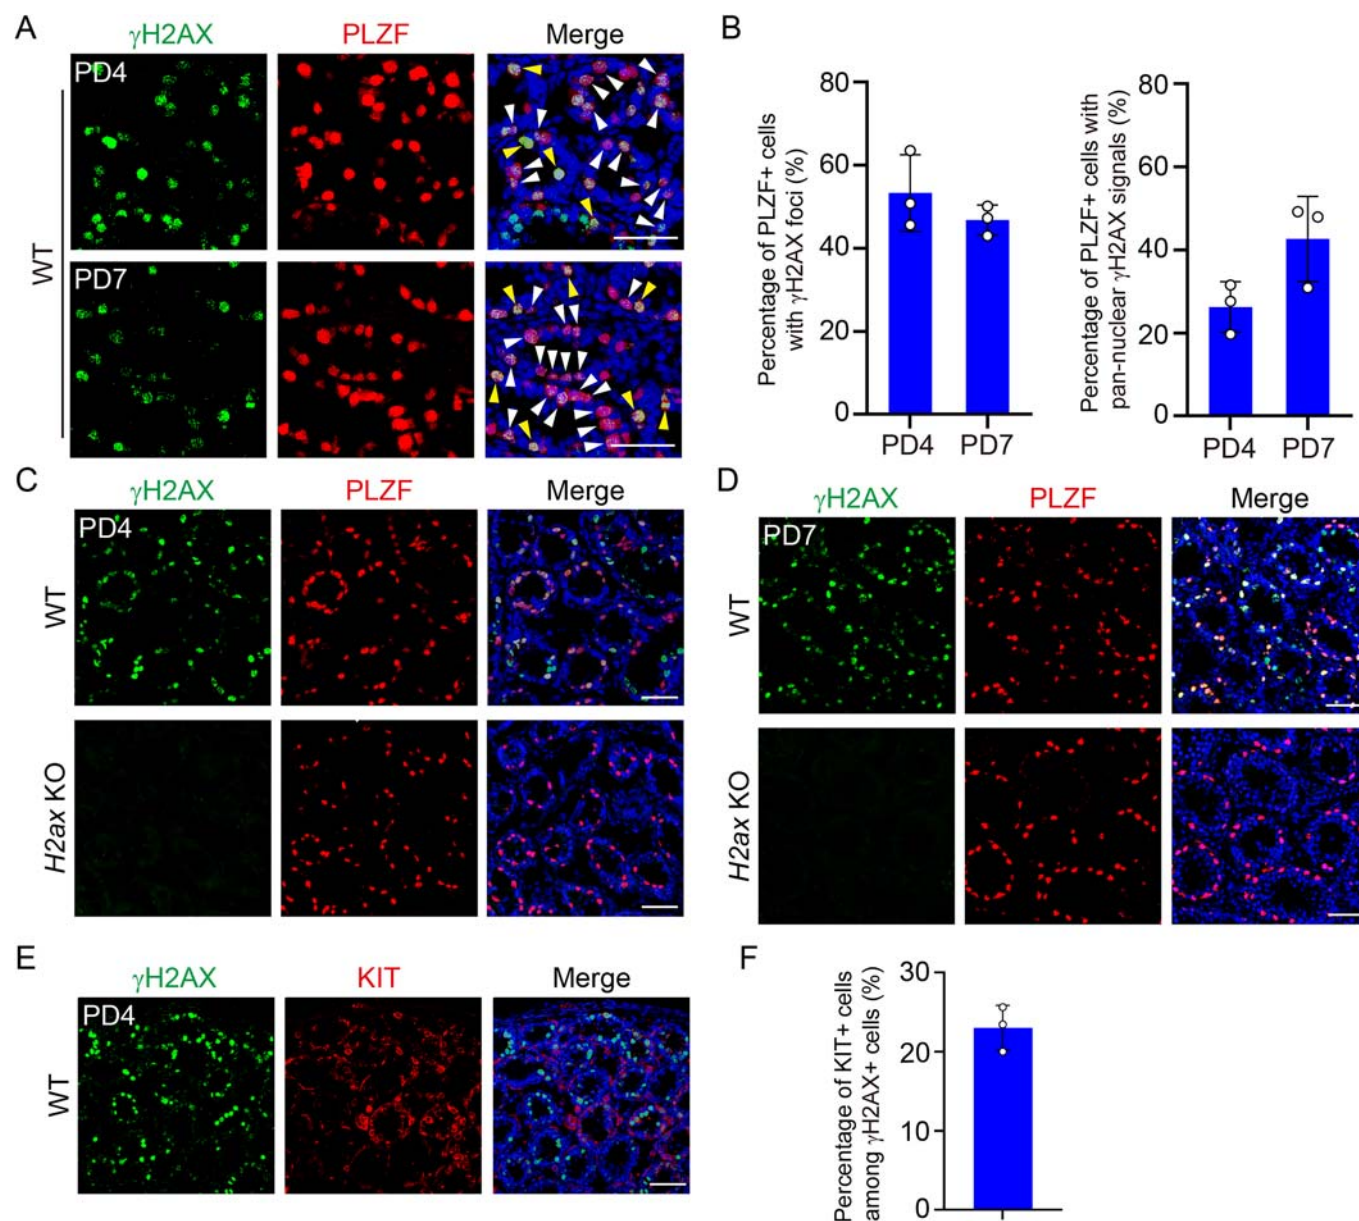

**Figure EV2.**  $\gamma$ H2AX signals are not observed during the formation of undifferentiated spermatogonia in *H2ax* KO mice.

(A) Representative images of  $\gamma$ H2AX and PLZF staining in frozen sections of testes from WT mice at PD4 and PD7. PLZF+ cells with  $\gamma$ H2AX+ foci were labeled by white arrowhead and PLZF+ cells with pan-nuclear  $\gamma$ H2AX+ signals were labeled by yellow arrowhead. (B) Statistical analysis of the percentage of PLZF+ cells with  $\gamma$ H2AX+ foci or with pan-nuclear  $\gamma$ H2AX+ signals in WT mice at PD4 and PD7. (C, D) IF staining of  $\gamma$ H2AX and PLZF in frozen sections of testes from WT and *H2ax* KO mice at PD4 (C) and PD7 (D). (E, F) IF staining of  $\gamma$ H2AX and KIT in frozen sections of testes from WT mice at PD4 and statistical analysis of the percentage of KIT+ cells among  $\gamma$ H2AX+ cells. Data information: Data are presented as mean  $\pm$  SD. 3 mice were analyzed. Scale bar, 50  $\mu$ m.

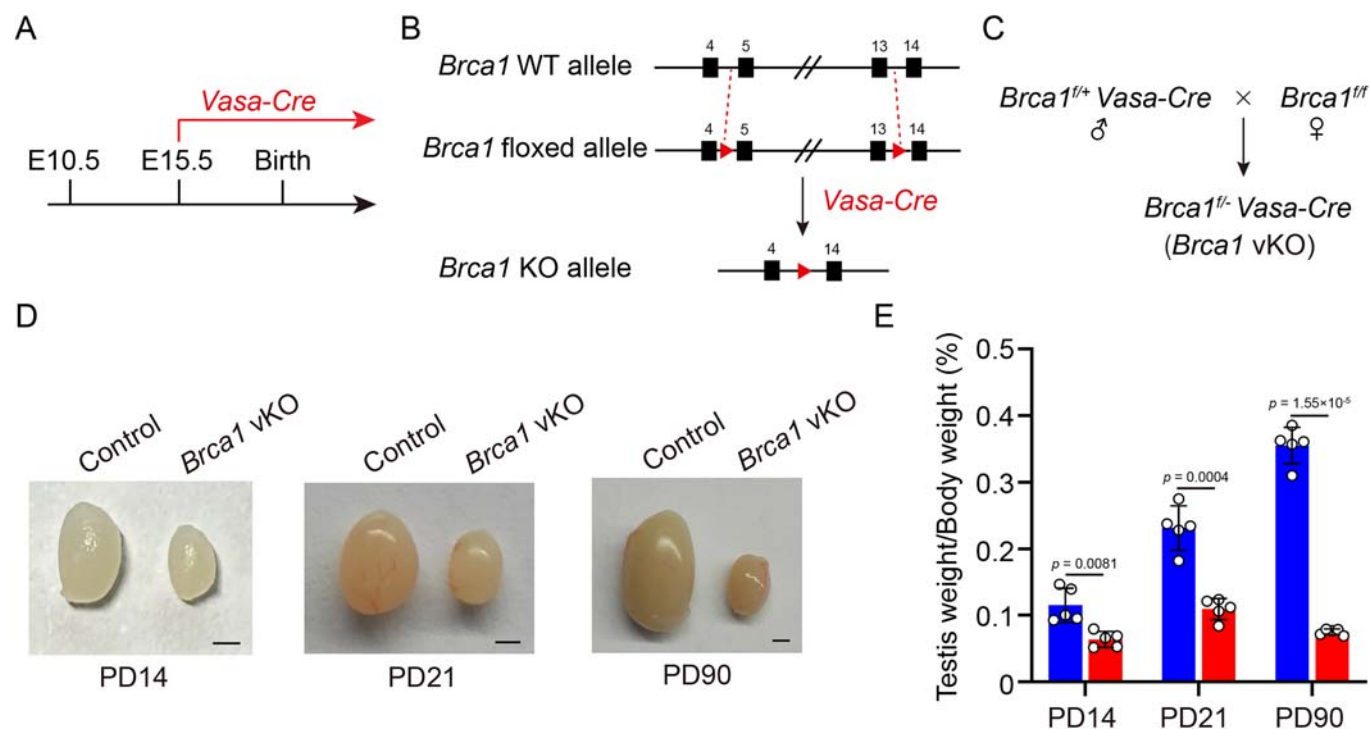

**Figure EV3. Generation of *Brca1* germ cell-specific KO mice.**

(A) Schematic diagram showing the expression timepoint of *Vasa-Cre* during mouse germ cell development. (B) Schematic illustrations of *Vasa-Cre* recombinase-mediated deletion of *Brca1* floxed allele. (C) Schematic illustrations of mating strategies to obtain *Brca1* vKO mice. (D) Representative images of testes from Control and *Brca1* vKO male mice at PD14, PD21, and PD90. Scale bar, 1 mm. (E) Statistical analysis of ratios of testis weight to body weight of Control and *Brca1* vKO male mice at PD14, PD21, and PD90. 5 mice of each genotype were analyzed. Data information: Data are presented as mean  $\pm$  SD. *P* value, two-tailed unpaired Student's *t* test.

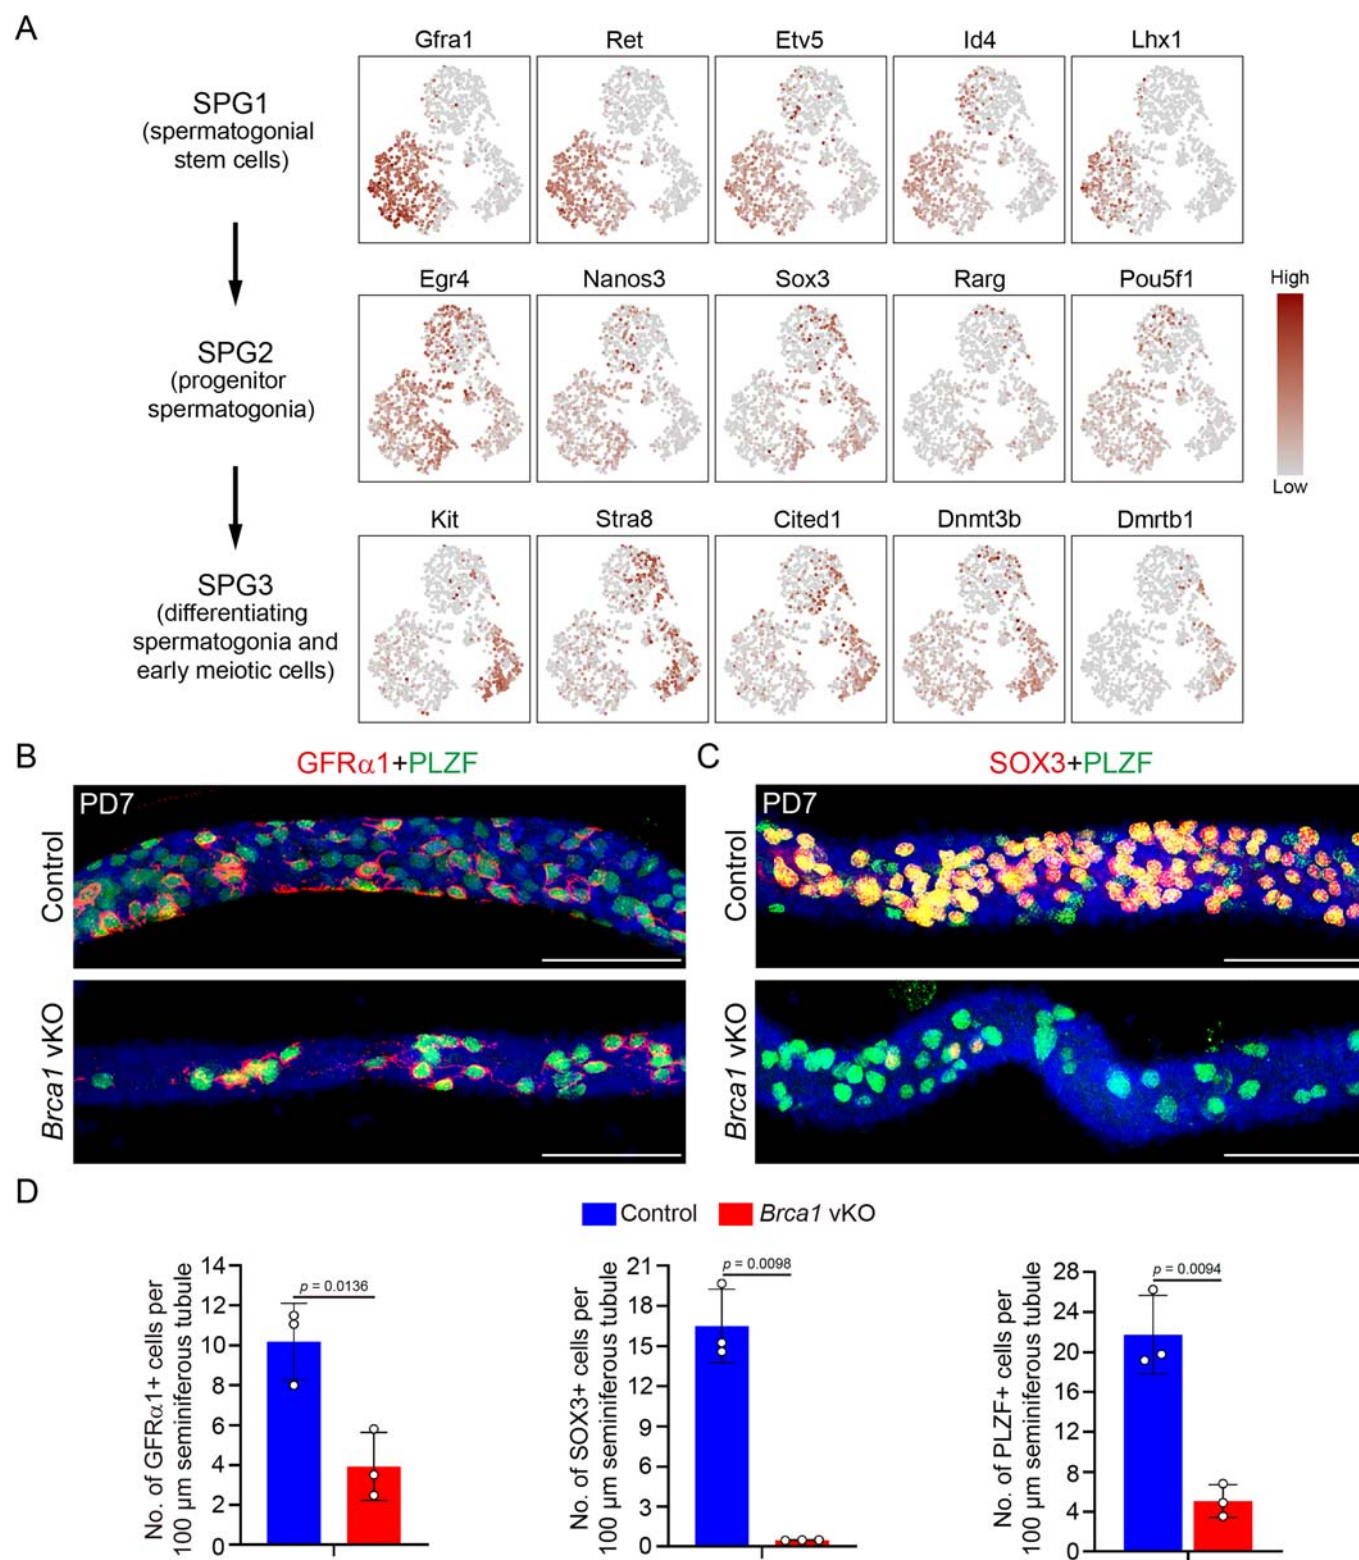

**Figure EV4. Progenitor spermatogonia have a much more dramatic reduction than spermatogonial stem cells after BRCA1 loss.**

(A) Gene expression patterns of selected marker genes for each subtype of germ cells. The tSNE plot is in reference to all germ cells (control + *Brca1* vKO). (B) Whole-mount IF staining of GFR $\alpha$ 1 and PLZF in seminiferous tubules of testes from Control and *Brca1* vKO male mice at PD7. (C) Whole-mount IF staining of SOX3 and PLZF in seminiferous tubules of testes from Control and *Brca1* vKO male mice at PD7. (D) Statistical analysis of the number of GFR $\alpha$ 1+, SOX3+ cells, and PLZF+ cells per 100  $\mu$ m seminiferous tubule in Control and *Brca1* vKO male mice at PD7. Three mice of each genotype were analyzed. Data information: Data are presented as mean  $\pm$  SD. *P* value, two-tailed unpaired student's *t* test. Scale bar, 100  $\mu$ m.

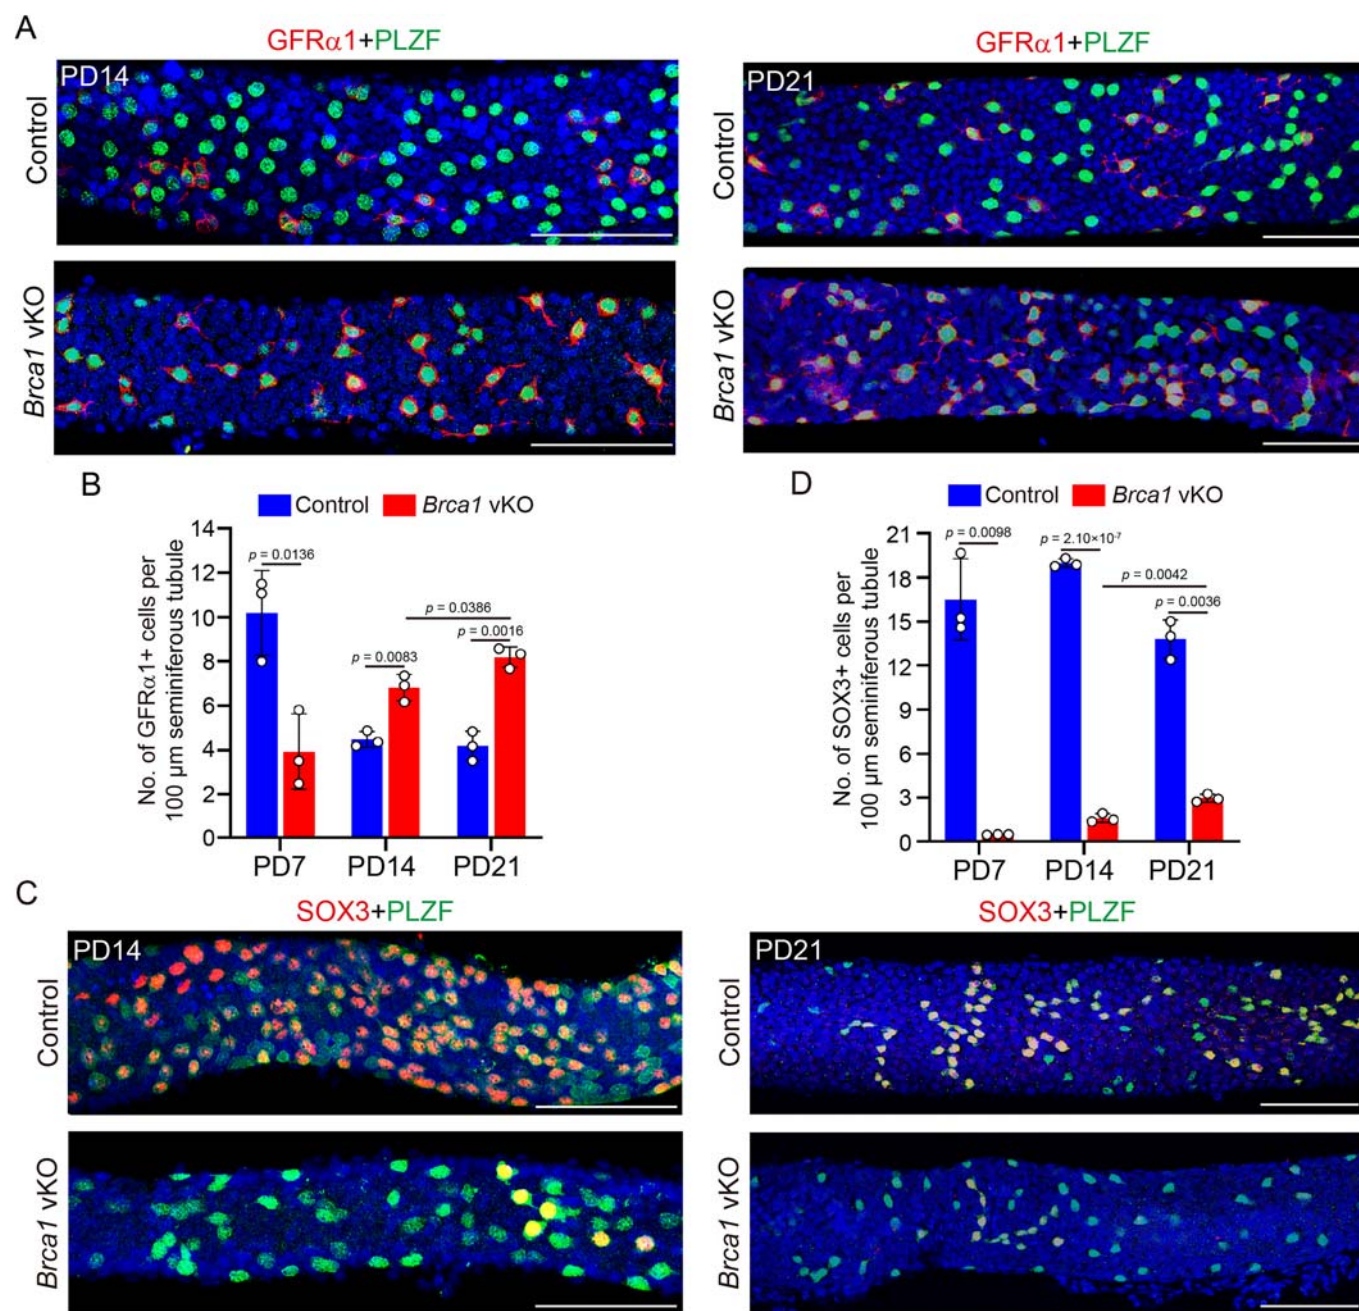

**Figure EV5. The number of spermatogonial stem cells gradually increases in *Brca1* vKO testes.**

(A) Whole-mount IF staining of GFR $\alpha$ 1 and PLZF in seminiferous tubules of testes from Control and *Brca1* vKO male mice at PD14 and PD21. (B) Statistical analysis of the number of GFR $\alpha$ 1+ cells per 100  $\mu$ m seminiferous tubule in testes from Control and *Brca1* vKO male mice at PD7, PD14, and PD21. Three mice of each genotype were analyzed. (C) Whole-mount IF staining of SOX3 and PLZF in seminiferous tubules of testes from Control and *Brca1* vKO male mice at PD14 and PD21. (D) Statistical analysis of the number of SOX3+ cells per 100  $\mu$ m seminiferous tubule in testes from Control and *Brca1* vKO male mice at PD7, PD14, and PD21. Three mice of each genotype were analyzed. Data are presented as mean  $\pm$  SD. *P* value, two-tailed unpaired Student's *t* test. Scale bar, 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

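The re-analysis used 2 scRNA-seq libraries, 1 from the testes of a control mouse and 1 from the testes of a *Brca1* vKO mouse, both at PD7. The authors sequenced the libraries, aligned the reads to the mm10 mouse reference and made tables of UMI counts per gene and cell with Cell Ranger 6.0.2. The deposited values are counts of UMIs for each gene in the barcodes that Cell Ranger called as cells. They had not been normalized, and the study's filters on genes per cell and mitochondrial UMIs had not yet been applied. The control table held 120568700 UMIs and the *Brca1* vKO table 165062097. No annotation of cells by the authors was used here. Gene coordinates were taken from a GENCODE annotation of GRCm38, the assembly of mm10. The authors' annotation is another release on the same assembly.

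Cells with at least 750 detected genes and at most 10% mitochondrial UMIs were kept, as in the methods. Counts were log-normalized, the 2000 most variable genes were scaled, and 20 principal components were computed in Seurat 5.3.0 with irlba 2.3.5.1 under R 4.3.3. The components were corrected for the library with Harmony's algorithm, written out for this work with theta 2, lambda 1, sigma 0.1 and at most 10 rounds. The 20 nearest neighbours of each cell were found with RANN 2.6.2, and cells were clustered by the Louvain method at a resolution of 0.25. Germ cells were clustered again in the same way at a resolution of 0.2. On 3000 simulated cells of 3 types in 2 libraries, clusters and types had an adjusted Rand index of 0.841 with the correction and 0.474 without it. A simulated germ share ratio of 0.2 was recovered as 0.2 in both cases, so this ratio does not test the correction. The simulated types were germ, myoid and Sertoli cells. The clustering of germ cells into sub-types was not simulated.

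Clusters were named by the mean standardized expression of the markers in Figs. 2E and EV4A. A name required at least 3 detected markers and a score of at least 1. It also required that the 10 leading genes by fold held no more markers of another class than of the cluster's own. A cluster with none of its markers among the leading genes stayed unnamed where its median of UMIs was below 5639 in the control and 4323.5 in the *Brca1* vKO library. The neutrophil and pericyte genes counted as those of other classes, which was decided after the data were seen and left clusters 9 and 11 unnamed. Somatic cells, where taken together, are those of the named classes other than germ cells and of clusters 9 and 11. The markers were 4 per testicular class and 5 per spermatogonial sub-type. Germ cells were the clusters that scored highest for the germ cell markers. Scrublet, run in scanpy 1.11.5 under Python 3.11.15, marked likely doublets, and they were removed only in an alternative. Where cells of different depth were compared, each was thinned to 2000 UMIs drawn at random, and shallower cells were left out.

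Shares of cells are given with exact Clopper-Pearson intervals, sums of UMIs with exact Poisson intervals and ratios with exact conditional intervals, all at 95%, computed with scipy 1.17.1. These cover counting error only, and those of UMI sums and of their ratios leave out the variation between cells. In 500 simulated draws of the SPG2/SPG1 ratio of ratios, 95.6% of the intervals held the true value. Since each genotype had 1 library, no test between genotypes was made, and no p-value, standard error or count of changed genes is given.

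For gene expression, UMIs were summed per library and sub-cluster and divided by all UMIs of the sum, and given per 1000000 UMIs (CPM). The log2 ratio of CPM was taken with a pseudocount of 10 CPM for genes with at least 10 UMIs in both sums together. The genes named in the text are those the paper names as markers or studies. To these were added, in each of SPG1, SPG2 and SPG3, the 3 genes with the largest and the 3 with the smallest log2 ratio among genes with at least 50 UMIs. Hand-written gene lists covered DNA damage checkpoint genes (50), p53 targets (40), p53 pathway genes (68), formaldehyde clearance (14) and mitotic genes (30). Further lists covered Sertoli cells (14), stromal cells (15), myoid cells (10) and red blood cells (5). Lists of 20 dissociation stress genes, 10 neutrophil genes and 10 pericyte genes were written after the first results were seen. A list's median was placed among those of 10000 random lists of equal size with matched mean expression. The interval of a median came from 1000 Poisson draws of the counts. On counts simulated for sub-cluster 0, a list of 40 genes with a true median of 0.79 gave 0.76, and 6 of 200 unchanged lists lay above the 95th percentile. For sub-cluster 1, a true median of 0.83 gave 0.85, and 0 of 200 unchanged lists lay above it.

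The markers, the rule for named genes, the lists other than those for stress, neutrophils and pericytes, and 25 alternatives were fixed before the data were examined. The alternatives changed the filter on cells, the batch correction, the number of components and of variable genes, the resolution, the treatment of doublets, the definition of germ cells and sub-types, the depth and the scaling of counts. One of them, TMM scaling, used edgeR 4.0.16. Alternatives added later are described as such. The study's test across single cells and its pathway enrichment were not repeated. The immunofluorescence experiments of the study were not analysed here.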

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

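The tests of free somatic RNA for *Cdkn1a*, *Pmaip1* and the p53 targets, of dissociation stress, of doublets with neutrophils and free neutrophil RNA, of the batch correction and of single cells holding most UMIs were chosen only after the results were seen.

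*Cdkn1a* was among the genes with the largest log2 ratio of *Brca1* vKO over control in the SPG1-like sub-cluster 0 (2.81), in sub-cluster 1 (3.07) and in the SPG3-like sub-cluster 2 (2.87). In sub-cluster 1, *Pmaip1* had a log2 ratio of 2.65. The paper does not report the level of these genes in its scRNA-seq data, though its Appendix Fig. S1A lists a p53 pathway among genes higher in SPG1. In each case the *Brca1* vKO level lay above the control level beyond counting error. Over the alternatives, the log2 ratio of *Cdkn1a* in sub-cluster 0 ranged from 1.65 to 3.48, and no alternative changed its direction. Free RNA from somatic cells was argued against by the levels there. In *Brca1* vKO cells, *Cdkn1a* had 13.6 CPM in somatic cells and 141 in germ cells, and *Pmaip1* had 1.79 and 117. Cluster 9, led by neutrophil genes, had 387 *Cdkn1a* CPM in that library, but it also had 14628 CPM of *S100a8*, which reached only 93.2 in *Brca1* vKO sub-cluster 0. The *Cdkn1a* UMIs of sub-cluster 0 were spread over 160 of the 184 cells. The wider list of p53 targets was split by the level in control germ cells, so that no *Brca1* vKO germ cell entered the choice. This replaced a planned split by the germ cells of both libraries, after the result of the planned split was seen. The planned split gave a median of 0.66 for the 20 targets lower in somatic cells and 0.15 for the other 19. The 13 targets with a lower level in the somatic cells of both libraries had a median log2 ratio of 0.50 (0.44 to 0.57) in sub-cluster 0, at percentile 100 of matched lists from genes of the same kind. This argues against free somatic RNA for these 13 targets. The other 26 measured targets had a median of 0.32 (0.23 to 0.40), also at percentile 100, so for them as a set free somatic RNA stays open. Stress from cell dissociation stays open. The 20 stress genes had a median of 0.46 in sub-cluster 0, also at percentile 100, and 1 of them is a p53 target. The stress list rose in Sertoli-like (0.15), stromal-like (0.19) and myoid-like cells (0.27) as well, where the p53 targets had medians of -0.01, -0.02 and 0.07. A stronger stress response in the *Brca1* vKO library may therefore have contributed to the p53 targets in germ cells. Activation of p53 by the loss of BRCA1 and a difference between the individual mice or their handling also stay open. With 1 library per genotype, these are not separated. In the paper, SOX3-positive cells at PD7 were more numerous in *Brca1-p53* vDKO than in *Brca1* vKO testes, though fewer than in control testes. That experiment counted stained cells and did not measure the level of these targets.

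*S100a8* and *S100a9* had log2 ratios of 3.35 and 3.298 in sub-cluster 0, with 2 and 3 UMIs in the control cells. They are genes the paper does not discuss, with a *Brca1* vKO level above the control level. A single *Brca1* vKO cell held 93.9% of the *S100a8* and 90.8% of the *S100a9* UMIs. This argues against free RNA as the main source, since free RNA would be spread over the 184 cells. That cell was 1 of the 2 that Scrublet marked, and it also held 93.7% of the UMIs of 10 other neutrophil genes, so a doublet of a germ cell and a neutrophil is a candidate source. With marked cells removed and the rest clustered again, the log2 ratios were 0.64 and 0.84. In the main clustering, the unmarked *Brca1* vKO cells of sub-cluster 0 had 39 and 57 UMIs, and no cell held more than 7.69% of them. For this remainder, free RNA from neutrophils stays open. In unmarked Sertoli-like cells, the measured neutrophil genes had a median log2 ratio of 0.21, at percentile 100 of matched lists. There, 455 *Brca1* vKO cells had an *S100a8* UMI, although 1 of them held 33.8% of the UMIs. In sub-cluster 0 only 2 of the other neutrophil genes could be measured without the marked cells. With them, 6 were measured, with a median of 1.46, which rests on the marked cell. No biological explanation within germ cells was tested.

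*Gm26917* had a log2 ratio of 3.18 in sub-cluster 1. The 3 *Brca1* vKO cells with the most UMIs held 100% of its 56 UMIs there, and 1 of them held 96.4%, so the value may reflect a few cells rather than the sub-cluster. It reversed to -0.32 without batch correction and to -0.45 at a mitochondrial limit of 5%. In somatic cells, its levels were 49.0 CPM in the control and 44.7 in the *Brca1* vKO library. No biological explanation was tested.

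*Kcnc2* had a log2 ratio of 3.83 in the SPG3-like sub-cluster 2, which holds 10 *Brca1* vKO cells. It leads the SPG1-like sub-cluster 0, as *Gfra1* does, and a candidate explanation is that the batch correction placed SPG1-like cells in sub-cluster 2. Without the correction, 4 of the 10 cells stayed in the matching sub-cluster, and the log2 ratio of *Kcnc2* was 0.81. The *Cdkn1a* value there was 2.95, so the same account was not borne out for *Cdkn1a*. A true mixture of SPG1 and SPG3 genes in *Brca1* vKO cells was not tested separately.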

How the results depend on the processing

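Counting germ cells from at least 10000 UMIs, counting sub-clusters 3 and 4 with sub-cluster 2, leaving out leading genes from the clustering and excluding cells at the exact limits of the filter were tests chosen only after the data were seen, as were those on single named genes. No paired analysis was possible because each genotype has 1 library. All comparisons here are of values against the counting interval of the main value, without a test. Of the values for the principal comparisons, 145 stayed within that interval, 39 moved out of it and 5 changed direction where that interval left out no change. In addition, the median of the DNA damage checkpoint list in SPG2, 0.049 with an interval that includes 0, changed sign within it, to -0.083 with TMM scaling and -0.0043 with marked doublets removed. Of those for other lists and single genes, 358 stayed within it, 96 moved and 4 changed direction. These 4 were *Gm26917* in SPG2, at -0.45 under a mitochondrial limit of 5% and -0.32 without batch correction, and *Gfra1* in SPG3, at -0.011 without batch correction and -0.0094 with *Brca1* vKO cells assigned to the nearest control sub-cluster. For *Gfra1*, a placement of SPG1-like cells in sub-cluster 2 by the batch correction is a candidate explanation, and for *Gm26917* the cause was not tested. The lists were recomputed under up to 9 alternatives and the single genes under up to 25. Haemoglobin genes moved with the removal of single cells: *Hbb-bs* in SPG1 was -1.15 without marked doublets, and *Hbb-bs* in SPG2 was -3.28 with the cell that had the most red blood cell UMIs removed from each library.

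The numbers of retained control and *Brca1* vKO cells changed by the construction of the filter, to 5812 and 9456 without it, 5271 and 8904 at 500 genes, 4950 and 8580 at 1000 genes, and 3342 and 6658 at a mitochondrial limit of 5%. The germ share ratio lay between 0.142 and 0.154 under the other 12 alternatives, and at 0.0875 under the 5% limit. That limit also moved the SPG1 share ratio to 0.137 and the SPG2/SPG1 ratio of ratios to 0.505. It gave no separate SPG3-like sub-cluster. The limit lies below the median mitochondrial share of sub-clusters 0 and 2, 5.74% and 5.58% in the control and 6.01% and 5.48% in the *Brca1* vKO library. It lies above that of sub-cluster 1, 0.637% and 1.78%, so by construction it removes more cells of sub-clusters 0 and 2 than of sub-cluster 1.

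The SPG2/SPG1 ratio of ratios stayed below 1 under every alternative run, from 0.278 to 0.372 under 17 of them. It was 0.515 with germ cells thinned to 2000 UMIs, 0.540 with cells of at least 10000 UMIs thinned to that depth, and 0.167 with cells counted by a *Gfra1* or *Sox3* UMI. The SPG3/SPG2 ratio of ratios was 0.154 without batch correction and 0.151 with *Brca1* vKO cells assigned to the nearest control sub-cluster. It reversed to 2.01 with cells counted by a *Sox3* or *Kit* UMI, where 13 of the 19 *Brca1* vKO cells with a *Kit* UMI lay in sub-cluster 0, and thinning to 2000 UMIs gave no value. Under the other 16 alternatives it lay between 0.343 and 0.766. The SPG1 share ratio was 0.192 after thinning, where sub-clusters 0 and 2 merged into 581 control and 191 *Brca1* vKO cells. The SPG2/SPG1 value of 0.515 rests on the same merged cells. The SPG1 share ratio was 0.395 both with marker scores and with a *Gfra1* UMI. A count by the UMI of a single gene also depends on the level of that gene per cell. The SPG2 share ratio was 0.142 with cells of at least 10000 UMIs. The SPG3 share ratio was 0.0137 without batch correction, 0.0135 with the nearest control sub-cluster, 0.133 with a *Kit* UMI and 0.0678 with sub-clusters 3 and 4 counted in. The last change follows from the added cells. The values after thinning are of merged sub-clusters, and for the others the cause was not tested. The remaining alternatives gave SPG1 share ratios from 0.260 to 0.291, SPG2 share ratios from 0.0660 to 0.110 and SPG3 share ratios from 0.0307 to 0.0523.

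The median of the DNA damage checkpoint list in SPG1 was 0.12 at a pseudocount of 1 CPM, and it reversed to -0.056 with marker scores and to -0.065 after thinning. In SPG2 it was 0.16 with marker scores and 0.26 after thinning. The p53 targets in SPG1 had medians of 0.75 and 0.15 at pseudocounts of 1 and 50 CPM and 0.50 among genes with at least 50 UMIs. In SPG2 their median was 0.24 at a pseudocount of 50 CPM and 0.29 with the mean of CPM over cells. The p53 pathway list in SPG1 had medians of 0.29 and 0.054 at the same pseudocounts and 0.076 after thinning. A larger pseudocount draws every log2 ratio towards 0 by construction. The SPG1 values after thinning are for sub-clusters 0 and 2 merged, not for SPG1-like cells alone. For the other settings the cause was not tested.

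The mitotic list in SPG1 had a log2 ratio of 0.057 with marker scores. After thinning it was -0.044, but in sub-clusters 0 and 2 merged, so this change of sign is not of SPG1-like cells alone. For SPG2 over SPG1 in the control library, its log2 ratio was 0.43 with TMM scaling, 0.31 with the mean over cells and 0.21 without ribosomal and mitochondrial genes. It reversed to -0.081 with marker scores. The cause was not tested.

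The depth limits the results for SPG2 and SPG3 most. Sub-cluster 1 held 323099 UMIs in the *Brca1* vKO library, and 26 of the 40 p53 targets and 48 of the 50 checkpoint genes could be measured there. The SPG3-like sub-cluster held 10 *Brca1* vKO cells, so that its share ratio of 0.0347 has an interval from 0.0163 to 0.0654.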

Differences from the paper's values

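The alternative that counts sub-clusters 3 and 4 with sub-cluster 2 was the only test in this part chosen after the values were seen. The paper's values for single sub-clusters are from its source data.

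The ratio of SPG3/SPG2 in *Brca1* vKO relative to control testes was 0.391 (0.173 to 0.805) against the paper's 1.6. Among the alternatives set before the data were examined, counting cells by a *Gfra1*, *Sox3* or *Kit* UMI gave 2.01 (0.804 to 5.34). This interval includes the paper's value. That setting does not count the same cells as the sub-clusters do. Of the cells with a *Kit* UMI, 53 of 82 in the control and 4 of 19 in the *Brca1* vKO library lay in the SPG3-like sub-cluster 2, and 10 and 13 lay in the SPG1-like sub-cluster 0. None of the others that gave a value closed the gap. With sub-clusters 3 and 4 counted in, chosen after seeing the values, the ratio was 0.766, which still lay on the other side of 1.

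The number of SPG3-like *Brca1* vKO cells was 10 against the paper's 52, or 0.115% of the retained cells against the paper's 0.597%. Their number over that of sub-cluster 1 was 0.192 against the paper's 0.984 for SPG3/SPG2. None of the alternatives set before the data were examined closed these gaps. With sub-clusters 3 and 4 counted in, a setting chosen after seeing the values, there were 39 cells, 0.448% of the retained cells, and the quotient was 0.75. In the control library this setting moved the values farther from the paper's. There were 335 cells against 224, or 6.60% against 4.41%, and the quotient was 0.980 against 0.614.

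The paper states that the loss of cells did not become stronger from SPG2 to SPG3. Here the SPG3 share ratio was 0.0347, below the SPG2 share ratio of 0.0886. The paper also puts the SPG3/SPG2 ratio of the *Brca1* vKO testes above that of the control, whereas the value here was below it. Smaller differences also lay outside the counting intervals, which do not measure a difference in processing of the same barcodes. Both libraries held 1355 germ cells (1284 to 1429) against the paper's 1257. There were 1254 with marked doublets removed and 1273 at a minimum of 1000 genes. Every other setting lay farther from the paper's number, from 694 at a mitochondrial limit of 5% to 1583 without the filter. The control library held 168 SPG3-like cells (144 to 195) against 224. Its SPG3/SPG2 quotient was 0.491 (0.406 to 0.593) against 0.614.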

Other observations

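The tests of a profile shared by cells of few UMIs and of doublets in sub-clusters 2, 3 and 4 taken together were chosen only after the results were seen. The same holds for the reading of the somatic gene lists in sub-cluster 2 and for the removal of single cells with many red blood cell UMIs.

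Sub-cluster 1 of the germ cells, which stands in the place of SPG2, had few UMIs per cell. A split of cells by depth alone was argued against. After all germ cells were thinned to 2000 UMIs, the split between sub-clusters 0 and 1 had an adjusted Rand index of 0.860 over 884 cells, although the depths differed more than had been set as the mark of this cause. Without the listed cell cycle genes in the clustering, the index was 0.924 over 981 cells, which argues against a split made by these genes alone. The cell cycle phase stays open, since the phases differed. After thinning, the G1 share in the control library was 47.5% (42.5 to 52.5) in sub-cluster 0 and 16.7% (12.4 to 21.9) in sub-cluster 1. A profile shared by low-UMI barcodes of different cell types stays open. Across 2486 genes in the control and 2566 in the *Brca1* vKO library, the log2 ratio of sub-cluster 1 over the other germ cells was set against that of the low-UMI cluster 5 over Sertoli-like cells. The Pearson correlation was 0.906 and 0.869. For sub-cluster 2 over sub-cluster 0, it was 0.221 and 0.0631. Genes are not independent, so these values describe the profiles only. Mitochondrial genes held 1.49% of the UMIs of sub-cluster 1 and 5.69% of those of the other germ cells in the control library. *Malat1* had 299 and 1715 CPM in the same groups. Sub-cluster 1 may therefore differ from the other germ cells in the state of its barcodes rather than in spermatogonial sub-type. If so, the SPG2/SPG1 ratios reported here do not measure the passage between sub-types. A biological difference between SPG1 and SPG2 in RNA content was not tested.

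The lower share of germ cells in the *Brca1* vKO library did not come from the filter on cells, since the ratio of shares was 0.151 without it. A difference between the mice, or in the recovery of germ cells from the testes, was not tested.

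In the SPG3-like sub-cluster 2, the lists of Sertoli, stromal and myoid genes had median log2 ratios of 0.38, 0.32 and 0.20. Germ-somatic doublets cannot be told apart from other sources, because Scrublet marked 0 of the 10 *Brca1* vKO cells, so that removing marked cells changed nothing. The upper limit of the marked share in 10 cells is 30.8%. Free RNA from somatic cells cannot be told apart either. In sub-cluster 0, the Sertoli and stromal lists had medians of 0.35 and 0.31, and the myoid list had 0.024. By the prediction written beforehand, medians that move apart speak against free RNA. The myoid genes lie near the floor, however, with a sum of 36.7 CPM over 10 genes in the control cells, where the pseudocount dominates. As sums, all 3 lists rose, from 285 to 392, from 104 to 158 and from 36.7 to 60.5 CPM. In sub-cluster 1 the Sertoli and stromal lists had medians of 0.31 and 0.77.

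Sub-clusters 2, 3 and 4 taken together had medians of 0.40, 0.79 and 0.31 for the Sertoli, stromal and myoid lists. Scrublet marked 19.7% of the control and 66.7% of the *Brca1* vKO cells there. With marked cells removed, the medians were 0.38, -0.41 and -0.27, but germ-somatic doublets cannot be told apart from other sources of the stromal and myoid genes. Scrublet marks cells for their likeness to mixtures, so removing them lowers somatic genes by construction. The removal was also unequal. Of the unmarked cells, 67 of 269 in the control and 2 of 13 in the *Brca1* vKO library were in sub-cluster 3, and 34 and 1 in sub-cluster 4. The other 10 unmarked *Brca1* vKO cells are those of sub-cluster 2, so the source of the Sertoli genes stays open here too. No biological explanation was tested.

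The 30 mitotic genes together had 4282 CPM in sub-cluster 0 of the control library and 4708 in the *Brca1* vKO library, a log2 ratio of 0.14 (0.12 to 0.16). In sub-cluster 1 of the control library they had 4760, a log2 ratio of 0.15 over sub-cluster 0. In sub-cluster 0, cells were assigned to phases from their S and G2M genes after thinning to 2000 UMIs, with 1 control and 3 *Brca1* vKO cells left out. The share in S phase was 19.2% (15.4 to 23.3) in the control and 32.0% (25.3 to 39.4) in the *Brca1* vKO library, and 23.8% and 38.0% without thinning. The share in G2M was 33.3% and 36.5%, and 30.8% and 32.1% without thinning. In sub-cluster 1, with 85 and 8 cells left out, the G2M share was 49.8% and 52.3%, and 47.7% and 50% without thinning. Its S phase share was 33.5% (27.7 to 39.6) and 27.3% (15.0 to 42.8), and 36.8% and 38.5% without thinning, so its direction depended on the thinning.

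The red blood cell genes were lower in the *Brca1* vKO library. In somatic cells, *Hbb-bs* had 478 CPM in the control and 102 in the *Brca1* vKO library. The median log2 ratio of the 5 genes there was -1.87, and -1.56 without marked cells. In sub-cluster 1 it was -5.48, and -2.87 with the cell that had the most red blood cell UMIs removed from each library, since 1 control cell held 82.5% of the *Hbb-bs* UMIs there. With TMM scaling, the median log2 ratio of all genes in sub-cluster 1 was -0.10, against 0.02 in the main setting, so list medians there shift by a similar amount.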
